# Transcript Profiling Identifies Dynamic Gene Expression Patterns and an Important Role for Nrf2/Keap1 Pathway in the Developing Mouse Esophagus

**DOI:** 10.1371/journal.pone.0036504

**Published:** 2012-05-02

**Authors:** Hao Chen, Jianying Li, Haiyan Li, Yuhui Hu, Whitney Tevebaugh, Masayuki Yamamoto, Jianwen Que, Xiaoxin Chen

## Abstract

**Background and Aims:**

Morphological changes during human and mouse esophageal development have been well characterized. However, changes at the molecular level in the course of esophageal morphogenesis remain unclear. This study aims to globally profile critical genes and signaling pathways during the development of mouse esophagus. By using microarray analysis this study also aims to determine how the Nrf2/Keap1 pathway regulates the morphogenesis of the esophageal epithelium.

**Methods:**

Gene expression microarrays were used to survey gene expression in the esophagus at three critical phases: specification, metaplasia and maturation. The esophagi were isolated from wild-type, *Nrf2^−/−^*, *Keap1^−/−^*, or *Nrf2^−/−^Keap1^−/−^* embryos or young adult mice. Array data were statistically analyzed for differentially expressed genes and pathways. Histochemical and immunohistochemical staining were used to verify potential involvement of the Wnt pathway, Pparβ/δ and the PI3K/Akt pathway in the development of esophageal epithelium.

**Results:**

Dynamic gene expression patterns accompanied the morphological changes of the developing esophagus at critical phases. Particularly, the Nrf2/Keap1 pathway had a baseline activity in the metaplasia phase and was further activated in the maturation phase. The Wnt pathway was active early and became inactive later in the metaplasia phase. In addition, *Keap1^−/−^* mice showed increased expression of *Nrf2* downstream targets and genes involved in keratinization. Microarray and immunostaining data also suggested that esophageal hyperkeratosis in the *Keap1^−/−^* mice was due to activation of Pparβ/δ and the PI3K/Akt pathway.

**Conclusions:**

Morphological changes of the esophageal epithelium are associated with dynamic changes in gene expression. Nrf2/Keap1 pathway activity is required for maturation of mouse esophageal epithelium.

## Introduction

Morphological changes in developing human organs require coordinated activation of gene transcription and signaling pathways [1]. The epithelial cells lining the human esophagus transform from simple columnar into ciliated epithelium at an early phase. The ciliated epithelium is then gradually replaced by a squamous epithelium until a non-keratinized stratified squamous epithelium. Morphological changes during human esophageal development have been well-characterized for several decades [2], [3]. However, the molecular mechanisms underlying these morphological changes remain largely unknown.

Studies using mouse genetic models provided initial insights into the roles of transcription factors and signaling pathways for the morphogenesis of the esophagus [4], [5]. The esophagus is specified from the foregut tube at embryonic day E9.5 in mice, and at four weeks in humans. In mouse embryo, the esophagus is completely separated from the trachea at E11.5. Mutation of genes encoding transcription factors (e.g., *Sox2* and *Ttf1*) and signaling molecules (e.g., *Noggin*, *Shh*) disrupts the separation process, leading to the formation of esophageal atresia [6]. From E11.5 to E15.5 the esophageal epithelium is transformed from a simple columnar epithelium to a multiple-layered epithelium. Towards the end of this phase the epithelium starts to lose columnar cell differentiation markers and express squamous cell markers. From E15.5 to birth, columnar features are almost lost and the epithelium is further stratified. From postnatal day 7 (P7) onwards, the top layer of the stratified squamous epithelium starts the enucleating process and forms a keratin layer which is not present in the human esophagus [5], [7], [8], [9].

According to these morphological changes, the development of the esophagus can be divided into three phases: specification phase (E9.5–11.5), metaplasia phase (E11.5-P7), and maturation phase (P7-adult). Our previous studies showed that Bmp signaling plays a two-stage role in the developing esophagus [4]. During the early metaplasia phase (E11.5–15.5), the Bmp pathway is inhibited by *Noggin* to allow stratification to occur. Subsequently, the Bmp pathway must be activated to promote squamous differentiation of the top layers of the stratified epithelium [4]. Interestingly, other signaling pathways including Wnt pathway and Shh pathway are active in the separating esophagus at the early specification phase (reviewed by Morrisey and Hogan [10]). Nevertheless, it is unknown whether these signaling molecules assume a dynamic change of expression pattern similar to Bmps.

In our previous study on human Barrett's esophagus, a metaplastic condition in which the stratified squamous epithelium of the lower esophagus is replaced by intestinalized columnar epithelium, we found that several transcription factors such as *Nrf2* (nuclear factor erythroid derived 2 like 2, or *Nfe2l2*) and small Maf proteins (MafF, MafG) were enriched in the normal human esophagus as compared with Barrett's esophagus [11]. As a major cellular defense pathway, the Nrf2/Keap1 (kelch-like ECH-associated protein 1) pathway is known to regulate expression of enzymes involved in detoxification and anti-oxidative stress response [12]. Nrf2 forms heterodimers with small Maf proteins and binds to the antioxidant-responsive elements of target genes when cells are exposed to oxidative stress or xenobiotics. Keap1 regulates the function of Nrf2 by retaining Nrf2 in the cytoplasm under normal physiological conditions, and by allowing nuclear translocation of Nrf2 under stress conditions. Certain *Keap1* mutants have a dominant-negative effect on wild-type *Keap1* [13]. In addition to its function in stress response, the Nrf2/Keap1 pathway is known to participate in wound healing, inflammation resolution, apoptosis, and keratinocyte differentiation [14].

*Nrf2* ^−/−^ mice developed normally. *Keap1* ^−/−^ mice died within three weeks after birth, probably due to malnutrition as a result of hyperkeratosis in the esophagus and forestomach. In the esophageal epithelium, *Keap1* ^−/−^ mice expressed higher levels of *Krt1*, *Krt6* and *Lor* and lower levels of *Krt13* and *Inv* than the wild-type mice. These phenotypes were due to superactivation of *Nrf2* with the help of small Maf proteins because both *Nrf2* ^−/−^ *Keap1* ^−/−^ and *MafF*:*MafG*:*Keap1* ^−/−^ rescued the *Keap1* ^−/−^ phenotype [15], [16]. These studies clearly indicate that the Nrf2/Keap1 pathway plays a critical role in the development of esophageal epithelium.

In this study, we examined gene expression in the esophagi of wild-type and mutant mice (*Nrf2* ^−/−^, *Keap1* ^−/−^ and *Nrf2* ^−/−^ *Keap1* ^−/−^) using gene microarrays. Our goal was to survey gene expression during the development of mouse esophageal epithelium, and to better understand the role of the Nrf2/Keap1 pathway in the process.

## Materials and Methods

### Animals

Wild-type C57BL/6J mice were purchased from the Jackson Laboratory (Bar Harbor, ME). *Nrf2* ^−/−^ and *Keap1* ^+/−^ mice on C57BL background were obtained from the Experimental Animal Division, RIKEN Biosource Center (Tsukuba, Japan) [15]. BAT-GAL and TOP-GAL mouse lines were purchased from the Jackson Laboratory, and they were maintained on C57BL/6 and CD1 background, respectively [17], [18].

These mice were bred in-house to generate embryos and offspring with proper genotypes. Mice were PCR-genotyped according to protocols provided by the original developers. Esophagi of E11.5, E15.5, P0, P7, and adult (8 weeks old) mice were dissected and snap-frozen for future extraction of total RNA. Part of each esophagus was fixed in 10% buffered formalin or frozen for future use in histology. Three esophageal samples from each group at each time point were harvested. The following tissue samples were harvested for gene expression profiling: (1) wild-type esophagi at E11.5, E15.5, P0, P7; (2) wild-type, *Nrf2* ^−/−^, *Keap1* ^−/−^ and *Nrf2* ^−/−^ *Keap1* ^−/−^ esophagi at P7; (3) wild-type and *Nrf2* ^−/−^ adult esophageal epithelium (see Figure 1A for the sampling scheme). All animal experiments were approved by the Institutional Animal Care and Use Committees (IACUC) at the University of Rochester and North Carolina Central University (protocol number XC-12-03-2008).

**Figure 1:**
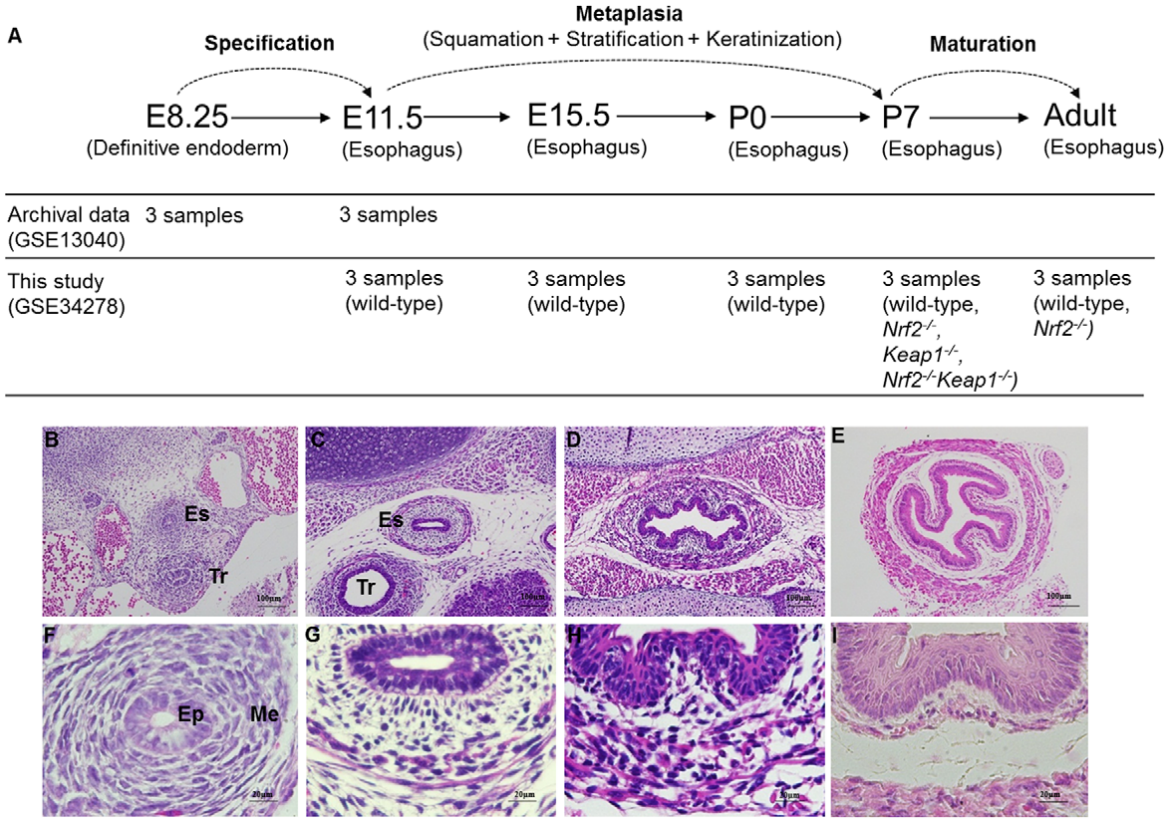
Changes in histology during mouse esophageal development and sampling scheme in this study. (A) Three esophageal samples in each group at each time point were used for analysis. (B–I) H&E staining of paraffin sections of mouse esophagus showed histological changes of esophageal epithelium and mesenchyme in metaplasia phase (E11.5, E15.5, P0 and P7). Panel F, G, H and I (size bar = 20 µm) are magnifications of Panel B, C, D and E (size bar = 100 µm), respectively. Es, esophagus; Tr, trachea; Ep, epithelium; Me, mesenchyme.

### RNA isolation and quality check

Total RNA was extracted from individual mouse esophagi (E11.5, E15.5, P0, P7 and adult) with an RNeasy Fibrous Tissue Mini Kit (Qiagen; Valencia, CA). These RNA samples were checked for their quality using gel electrophoresis, and their concentrations were measured using spectrophotometry. Their quality (RIN>7) was further checked with Bioanalyzer (Agilent Technologies; Santa Clara, CA) at the Genomics Core Facility, Lineberger Comprehensive Cancer Center, University of North Carolina at Chapel Hill.

### Microarray data collection, data pre-processing and probe annotation

Microarray experiments were performed at the Genomics Core Facility with Agilent two-channel mouse 4×44k microarrays. 

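The deposited data held 27 arrays, 3 for each of 9 groups: wild-type esophagi at P0 and P7 and from embryos at E11.5 and E15.5, *Nrf2-/-*, *Keap1-/-* and *Nrf2-/-Keap1-/-* esophagi at P7, and the epithelium of wild-type and *Nrf2-/-* adults of 8 weeks. Each array paired a sample labelled with Cy5 with mouse reference RNA labelled with Cy3, and no pair was repeated with the dyes exchanged. The authors deposited the mean intensity and local background of every spot as read by Agilent Feature Extraction, and log10 ratios that equalled the ratios of that software within 0.005. Here, log2 ratios were computed from the mean intensities after background correction and loess normalization within each array, and spots of a probe and probes of a gene were averaged. Genes with a probe well above background in Cy5 on at least 3 arrays of a comparison and with 2 or 3 values in every group were tested with limma. A gene is called differentially expressed at a Benjamini-Hochberg adjusted p of 0.05 or lower.

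The median Cy5 intensity of an array lay between 81.8 and 226, and between 58.9% and 69.3% of its spots were well above background. Median Cy3 intensity was lowest on the 3 arrays labelled *Keap1-/-* (115 to 147) and reached 386 elsewhere. Those 3 arrays were alone on their slide and scan, so genotype and scan cannot be separated for them by the layout. Slide went along with genotype in the other comparisons of genotypes too. No wild-type array shared a slide with a mutant array of its age. Spots marked as outliers by the software were left out. The marks fell on 11.1% of values on the 20 arrays read with the older software version and on 1.02% on the 7 arrays read with the newer one, and they took 46.7% of values in the brightest decile of probes. Many genes of high expression could therefore not be tested, and results with these spots kept are given beside them as an alternative chosen after seeing the data. The deposited ratios hold these spots as well. Fold bounds for genes not well above background in a group rest on intensities scaled between arrays (Aquantile) and stay open to dye bias.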

Red channel (Cy5) was used for esophageal samples, and green channel (Cy3) for mouse universal reference RNA (provided by the Genomics Core Facility). Hybridization was performed according to the standard protocol of “Two-Color Microarray-Based Gene Expression Analysis” for Agilent Gene Expression Oligo microarrays Version 5.0.1. Briefly, a 2× target mix was generated containing 125 ng cyanine 3- labeled cRNA, 125 ng cyanine 5-labeled cRNA, appropriate amounts of labeled synthetic target, and 25 µl of Agilent's 10× control solution in a final volume of 125 µl. The sample was then fragmented by the addition of 5 µl 25× fragmentation buffer followed by incubation at 60°C for 30 minutes. Samples were moved to ice, and fragmentation was stopped by addition of 125 µl of Agilent's 2× in situ hybridization buffer. Microarrays were hybridized in Agilent Microarray Hybridization Chambers for 17 hours at 60°C with mixing on an Agilent Rotator in a Robbin's Scientific Hybridization Oven. After hybridization, the arrays were scanned by an Axon GenePix 4000B scanner (Axon Instruments; Foster City, CA). The images were analyzed using Gene Pix Pro 5.0 software (Axon Instruments). Gene expression values were quantified by log base 2 ratio of red channel intensity (mean) and green channel intensity (mean), followed by Lowess normalization to remove the intensity-dependent dye bias. The raw data was submitted to NCBI's GEO database (Series GSE34278).

Data pre-processing was carried out via the UNC Microarray Database for quality filtering and data normalization. UNC Microarray Database (https://genome.unc.edu/) provides the service for microarray data storage, retrieval, analysis, and visualization to registered UNC-Chapel Hill researchers and their collaborators. Agilent array data was extracted on the probe level. For probes spotted multiple times, the mean expression value was computed and retained. All probe sequences were BLAT against the NCBI database [19] and were annotated with Entrez ID. When multiple probes were targeted on the same gene (with the same Entrez ID), these data were collapsed onto the Entrez ID, and mean values were computed as the gene expression value.

### Obtaining differentially expressed gene (DEG) and multivariate analyses

Pre-processed data were used to construct a series of data matrix files for further analysis. For a given data matrix, the rows were excluded if more than 40% of missing values were observed. The rest of missing data was imputed with a K-nearest neighbor (k = 9) approach. DEGs were obtained from two-class and multi-class statistical modeling using SAM (R package samr v.1.25) [20]. DEGs were obtained based on the corrected p-value≤0.05. When SAM was performed with Excel, DEGs were generated with the median number of false positives less than 1. To perform hierarchical clustering analysis [1], [21], [22], a data matrix with DEGs only was extracted, row median-centered and column-standardized. Clustering analysis was also performed with R (2.10.0). A separate principal component analysis (PCA) was further performed on each DEG dataset using the R bio3d package. PCA plots on the first three components were reported, and a scree plot was reported showing the accumulated variability explained by the first three principal components.

### Extraction of gene expression patterns

In order to show overall trends of the gene expression profile across the metaplasia phase, a pattern extraction method, the EPIG process, was applied [23]. Preprocessed and normalized data matrix and experimental design files were loaded into ExP software [24], the expression profile of each gene was compared exhaustively against all other genes, and statistically significant “profile patterns” were self-extracted and stored. Then the genes whose expression profiles supported the “profile patterns” were retained in their corresponding profile pattern gene lists and reported. Expression data matrices of the significant gene expression patterns obtained from EPIG were loaded into GeneSpring (Agilent Technologies) for pattern visualization.

### Gene set analysis (GSA)

GSA was carried out using R (GSA package). Curated gene sets in three major categories - canonical pathway (CP; 880 gene sets), transcription factor targets (TF; 615 gene sets), and Gene Ontology (GO; C5, 1,454 gene sets) - were downloaded from the GSEA web portal and used in this study (http://www.broadinstitute.org/gsea/index.jsp). Both two-class unpaired and multi-class comparisons were implemented based on the experimental design. 100 permutations were applied to generate a null distribution for statistical testing, and significantly enriched gene sets were obtained at a false discovery rate cutoff of 0.05–0.5. To ensure the validity of the analysis, in addition to the recommended GSA analysis, each analysis was repeated 100 times and the gene sets that showed in <10% of the repetitive studies were excluded from the final report. When GSA was performed in Excel, significantly enriched gene sets were obtained with a false discovery rate ≤0.5.

In addition, Fisher's exact test was performed against ten knowledge-based gene sets. These knowledge-based gene sets were manually collected from the literature. These genes are related to the structure of keratinized stratified squamous epithelium (i.e., basal lamina, basal layer, granular layer, spinous layer and keratinized layer), the epidermal differentiation complex (EDC), P63 target genes, Sox2 target genes, Pax9 target genes, and Nrf2/Keap1 target genes (Excel S1). P-values were reported based on the hypergeometric distribution, and gene sets with p-value≤0.05 were reported as significantly enriched gene sets within the DEG list.

### Analysis of archival data from the public database

Differential gene expression between E8.25 definitive endoderm and E11.5 esophagus has been studied previously using an Illumina Ambion microarray [8]. Raw microarray data of this study were downloaded from the Gene Expression Omnibus (GSE13040) under the accession numbers GSM326633–35 (E8.25) and GSM326642–44 (E11.5). Only probes which were significantly different from the background were used (p-value<0.05). To generate ratio data, the intensity of each probe on a single array was divided by the average intensity of the same probe on the rest of the arrays. Entrez ID was also used in Illumina Ambion microarray data. For probes without Entrez ID, GenBank accession numbers were used and then converted to Entrez ID.

### Real-time PCR

cDNA was prepared from DNase-treated total RNA using the Advantage RT-for-PCR Kit (Clontech; Mountain View, CA). TaqMan® Gene Expression Assays (FAM™ dye-labeled) with pre-designed primers for each target gene were obtained from Applied Biosystems (Foster City, CA). The six target genes were: *Pax9* (paired box gene 9, Assay ID: Mm00440629_m1); *Calm4* (calmodulin 4, Assay ID: Mm00490975_s1); *Sbsn* (suprabasin; Assay ID: Mm00552057_m1); *Ppard* (peroxisome proliferator activator receptor delta, Assay ID: Mm00803184_m1); *Pten* (phosphatase and tensin homolog, Assay ID: Mm00477208_m1); *Akt2* (thymoma viral proto-oncogene 2: Mm02026778_g1). *18S* (18S ribosomal RNA;hypothetical LOC790964, Assay ID: Mm03928990_g1) was used as the endogenous control. Relative quantitative real-time PCR was performed using an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems) with SDS v2.3 software. The real-time data exported from RQ Manager 1.2 were further analyzed by DataAssist 3.0 (Applied Biosystems) to generate the RQ Plot.

### Histochemical and immunohistochemical staining

Tissues were routinely processed for paraffin sectioning (5 µm). H&E staining was carried out using a standard protocol. For X-Gal staining, mouse esophagi were isolated and fixed in 4% paraformaldehyde at 4°C for 20 min on ice. Staining and subsequent sample processing were performed as previously described [4], [6].

For immunohistochemical staining, the deparaffinized sections were submerged in methanol containing 0.3% hydrogen peroxide for 15 min at RT to inhibit endogenous peroxidase activity. Antigen retrieval was done prior to incubation with rabbit polyclonal anti-Nrf2 (#PA1-38312, 1∶40; Thermo Scientific, Waltham, MA), or rabbit polyclonal anti-Pparβ/δ (#LS-B45, 1∶1,000; LifeSpan Biosciences, Seattle, WA), or rabbit polyclonal anti-pAkt(Ser473) (#3787, 1∶25; Cell Signaling Technology, Danvers, MA), overnight at 4°C. Tissue sections were then washed again in PBS and incubated with peroxidase-conjugated secondary antibodies for 30 minutes at 37°C. Detection of the antibody complex was done using the streptavidin-peroxidase reaction kit with DAB as a chromogen (ABC kit; Vector Labs, Burlingame, CA). To ensure the specificity of the primary antibody, control tissue sections were incubated in the absence of primary antibodies.

## Results

In this study, we divided the developmental process of mouse esophageal epithelium into three phases based on morphological changes (Figure 1A): (a) The specification phase is defined as the phase during which the definitive endoderm differentiates into the esophagus. Two time points, E8.25 and E11.5, were chosen to represent this phase. (b) The metaplasia phase is defined as the phase during which the simple columnar epithelium in the esophagus undergoes metaplastic changes (stratification, squamation and keratinization) into a keratinized stratified squamous epithelium. Four time points, E11.5, E15.5, P0 and P7, were selected to represent this phase. (c) The maturation phase is defined as the phase during which the keratinized stratified squamous epithelium continues to thicken and finally forms the esophageal epithelium in adults. Two time points, P7 and adult, were selected to represent this phase. In the metaplasia phase, the esophagus is covered by a simple columnar epithelium surrounded by a well-defined but undifferentiated mesenchyme at E11.5 (Figure 1B, F). At E15.5, it becomes stratified, consisting of ∼3 cell layers, with well-defined submucosa and muscle (Figure 1C, G). At P0, epithelial cells lose columnar features and appear squamous. The esophagus is covered by a stratified squamous epithelium with 3–5 cell layers surrounded by a mesenchyme consisting of thicker muscle (Figure 1D, H). At P7, a keratinized layer has clearly formed at the surface of the epithelium, and the base membrane and submucosal papillae are well-formed (Figure 1E, I).

### 1. Gene expression profiles during the development of wild-type mouse esophagus

#### a. Specification phase

Two-class SAM analysis identified 1,612 genes up-regulated and 1,303 genes down-regulated in E11.5 esophagi as compared with E8.25 definitive endoderm (Excel S2). Hierarchical clustering analysis and PCA analysis showed that E8.25 definitive endoderm and E11.5 esophagus were clustered separately (Figure S1). Among the up-regulated genes, *Irf6, Sox21, Nfib, Upk2, Hoxa5, Sox2, P63, Foxq1, Hoxa2, Hoxa4, Ovol2, Emp1, Lhfp, Kremen2, Twist1, Rarb, Hoxb4, Nfe2l3, Erf* and *Hoxc6* were reported exclusively or highly expressed in E11.5 esophagus as compared to other definitive endoderm-derived organs [8]. Furthermore, several signaling pathway-related genes, such as *Klf5* (TGFβ signaling), *Shh* and *FoxA2* (Hedgehog signaling), and *β-catenin* (Wnt signaling), were up-regulated in E11.5 esophagus as compared with E8.25 definitive endoderm, suggesting these pathways were likely involved in esophageal specification.

GSA analysis identified multiple enriched gene sets in the categories of canonical pathway, gene ontology and transcription factor (Excel S2). For example, GO_629 (morphogenesis of an epithelium), GO_727 (epidermis development), and GO_1049 (ectoderm development) were enriched in E11.5 esophagus. However, using Fisher's exact test, only *P63* target genes were significantly different between E8.25 definitive endoderm and E11.5 esophagus (Excel S2).

#### b. Metaplasia phase

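In the metaplasia phase, 16034 genes were tested on 12 wild-type arrays, 3 at each of E11.5, E15.5, P0 and P7. The F-test of limma called 4174 genes different among the 4 time points, and 6261 genes had an unadjusted p of 0.05 or lower. The choice of tool moved this count most: SAM with 100 permutations and fewer than 1 expected false positive called 696 genes, all of them among those called by limma. Of the 4174 genes, 1993 changed at least 2-fold. Keeping outlier-marked spots gave 5900 called of 19463 genes, with 4022 of the 4174 among them. Leaving out a single array gave from 3112 genes (without P0 replicate 3) to 4992 (without E11.5 replicate 3).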

Multi-class SAM analysis identified 2,076 DEGs at this phase (Excel S3). Hierarchical clustering and PCA analysis clearly showed that three samples at each time point were clustered together (Figure S2). 

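Clustering was repeated on the 14572 genes with a value on all 12 arrays, by average linkage on 1 minus the Pearson correlation of log2 ratios. The 3 arrays of P0 and the 3 of P7 each formed a cluster of their own. The arrays labelled E11.5 and E15.5 did not. The array labelled E11.5 replicate 3 correlated with E15.5 replicates 2 and 3 at r = 0.81 and 0.76, and with E11.5 replicates 1 and 2 at r = 0.30 and 0.11. The array labelled E15.5 replicate 1 correlated with E11.5 replicates 1 and 2 at r = 0.85 and 0.74, and with E15.5 replicates 2 and 3 at r = 0.23 and 0.28. Both arrays lay on slide 1 with the other arrays labelled E11.5. All arrays kept their deposited labels in every comparison. On the called genes alone, centred by gene and standardized by array, P0 and P7 were again the only time points with a cluster of their own; with each spot's own local background, an alternative chosen after seeing the data, only P7 was.

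**Figure D1:**
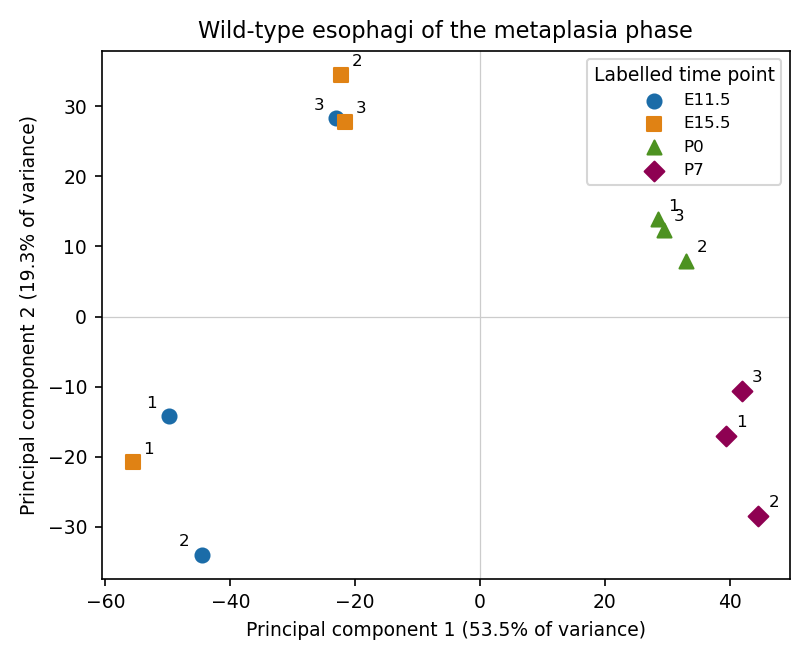
Principal components of 14572 genes on the 12 wild-type arrays of the metaplasia phase (component 1, 53.5% of variance; component 2, 19.3%). Each point is an array, coloured by its deposited label, n = 3 per time point. The array labelled E15.5 replicate 1 (−55.6, −20.8) lies beside E11.5 replicate 1 (−49.8, −14.2), and the array labelled E11.5 replicate 3 (−23, 28.3) beside E15.5 replicate 3 (−21.6, 27.8).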

As expected, E11.5 and E15.5 were separated from P0 and P7. 

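The first split of the tree parted the 6 arrays labelled E11.5 or E15.5 from the 6 labelled P0 or P7. Between neighbouring time points, limma called 2616 genes from E15.5 to P0 (1545 higher at P0, 1071 lower) and 426 genes from P0 to P7 (269 higher at P7, 157 lower); SAM called 407 (370 higher, 37 lower) and 179 (61 higher, 118 lower). From E11.5 to E15.5 limma called 0 genes, with a lowest adjusted p of 0.99. At an unadjusted p of 0.05 the count was 364, SAM called 0, and keeping the outlier-marked spots called 0. The 3 arrays of each label did not overlap for 678 genes, 4.23% of those tested, where 10% would be apart by chance. Without the array labelled E15.5 replicate 1, 8 genes were called, and without the array labelled E11.5 replicate 3, 6 genes.

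The balance of higher and lower genes depended on the tool and on scaling. Of the genes called from E15.5 to P0, 59.1% were higher at P0, against 42.8% with each array centred on its median in place of loess. From P0 to P7, 63.1% were higher, against 51.8% with median centring, 52% with the processed signals of Feature Extraction and 48.3% with the deposited ratios.

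The largest increases from E15.5 to P0 were those of *Cstdc5* (log2 change 7.23, SE 0.88, adjusted p = 0.000486), *Unc93a* (5.78, SE 0.34, adjusted p = 4.5e-06) and *Slc46a2* (4.82, SE 0.36, adjusted p = 4.62e-05). The largest decreases were those of *Foxa2* (−3.44, SE 0.85, adjusted p = 0.0205), *Cldn11* (−3.05, SE 0.34, adjusted p = 0.000323) and *Nefl* (−2.78, SE 0.52, adjusted p = 0.00531). From P0 to P7, *Lce1f* (3.81, SE 0.52, adjusted p = 0.00354), *Lce1b* (3.78, SE 0.42, adjusted p = 0.00111) and *Lce1a1* (3.64, SE 0.48, adjusted p = 0.00296) rose most. *Reg3g* fell (−4.05, SE 0.73, adjusted p = 0.0163). *Eif2s3y*, a gene of the Y chromosome, and *TC1671899* were called lower (adjusted p = 0.00445 and 0.0478) and were not well above background at P7; the decrease of *Eif2s3y* was at least 23.3-fold.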

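From E11.5 to P7, limma called 4188 genes, 2363 higher and 1825 lower at P7 (56.4% higher), and SAM called 458, 381 higher and 77 lower. The balance turned with scaling: 43.7% were higher with the processed signals of Feature Extraction, which shifted the median of all genes by −0.13, and 40.6% with median centring. Of 12 named keratinization genes, 5 were higher at P7, 2 lower, 4 not called and 1 not tested, with log2 changes from −1.5 to 4.69; *Ctnnd* names no single gene and was left out. *Cnfn* rose (log2 change 4.31, SE 0.23, adjusted p = 4.55e-06), as did *Krt80* (4.69, SE 0.34, adjusted p = 6.52e-05) and *Krt10* (2.58, SE 0.78, adjusted p = 0.0326), and *Fgf10* fell (−0.67, SE 0.13, adjusted p = 0.00437). *Krt17* (1.22, SE 0.42, adjusted p = 0.0719), *Krt36* (0.43, SE 0.24, adjusted p = 0.224) and *Krt79* (1.59, SE 0.58, adjusted p = 0.0676) were not called. *Evpl* was tested only with outlier-marked spots kept (1.49, SE 0.38, adjusted p = 0.0141). By the F-test among all 4 time points, 7 of 11 tested keratinization genes were called, 6 of 9 muscle genes, 4 of 7 vessel genes and 4 of 6 neuron genes.

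Higher at P7 among gap junction genes were *Csda*, now *Ybx3* (1.29, SE 0.24, adjusted p = 0.0034), *Gjb2* (2.46, SE 0.38, adjusted p = 0.00131), *Gjb6* (2.43, SE 0.47, adjusted p = 0.00438) and *Gjd4*, which was not well above background at E11.5 and rose at least 5.06-fold (adjusted p = 0.00135). Of 12 muscle genes, 7 were higher, 1 lower, 1 not called and 3 not tested (−0.95 to 4.73); with outlier-marked spots kept, 10 were higher and 2 lower. *Myl1* rose most (4.73, SE 0.54, adjusted p = 0.000241) and *Bmp4* fell (−0.95, SE 0.20, adjusted p = 0.00611). Of 8 vessel genes, 3 were higher, 1 lower, 3 not called and 1 not tested, with *Edn1* highest (1.82, SE 0.17, adjusted p = 8.4e-05). Of 8 neuron genes, 2 were higher, 3 lower, 1 not called and 2 not tested (−1.51 to 0.60).

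Single arrays decided several of these calls. *Krt10* stayed called in 1 of 6 runs that left out an array, with a log2 change of 1.87 at the lowest and an adjusted p of up to 0.112. The same held for *Myh1* (1 of 6 runs, down to 0.53), *Krt84* (2 of 6, down to 0.40), *Tgm2* (2 of 6, down to 1.15), *Dmd* (2 of 6, down to 0.48), *Erbb3* (2 of 6, down to 0.30) and *Myom1* (3 of 6, down to 1.85).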

Among the 2,076 DEGs, many genes are known to be involved in differentiation and function of keratinocytes; these processes include keratinization (*Cnfn, Ctnnd, Evpl, Fgf10, Krt10, Krt17, Krt36, Krt79, Krt80, Krt84, Ppl, Ptch1, Tgfb2*), gap junction (*Csda, Gjb2, Gjb3, Gjb4 Gjb6, Gjd4*), muscle development (*Mybpc2, Mybph, Myh1, Myh10, Myh2, Myl1, Myl3, Myo18b, Myo5b, Myo6, Myom1, Bmp4*), blood vessel development (*Tgfbr3, Tgm2, Fgf10, Col3a1, Edn1, Edn2, Epas1, Agt*), and neuron development (*Bdnf, Cacng4, Dlx2, Dmd, Epha7, Erbb3, Hoxb3, Nrtn*).

Eighteen gene expression patterns were extracted from DEGs (Excel S4). 

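Complete gene lists were held for Patterns 9 to 18; the lists of Patterns 1 to 8 were not complete in the copy held and were not used here. The study chose these lists on the same arrays, so no p-value was computed for them. For 18 of the 18 steps whose direction the text states for these patterns, the median log2 change of the pattern had the stated sign. It kept that sign under each of 17 other settings. These were each of the 12 arrays left out, no background correction, the brightest probe of a gene, no filter on dim probes, outlier-marked spots kept and each spot's own local background. Median centring, scale normalization, the processed signals of Feature Extraction and the deposited ratios were not tried for the patterns. Gene by gene, 122 of 128 moved as stated from E11.5 to E15.5, 133 of 142 from E15.5 to P0 and 147 of 150 from P0 to P7.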

Pattern 1 showed 763 genes up-regulated from E11.5 to P0, and Pattern 2 showed 369 genes down-regulated from E11.5 to P0. These genes were associated with metaplasia. 

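From E11.5 to E15.5, the median log2 change was 0.62 in Pattern 11 (59 of 59 tested genes higher), 0.53 in Pattern 13 (32 of 32), 0.20 in Pattern 15 (9 of 11) and 0.45 in Pattern 16 (7 of 7). None of these genes was called at this step. The arrays of both labels were spread widely. In Pattern 11, the array medians relative to each gene's own median were −0.38, −0.23 and 1.11 on the arrays labelled E11.5, and −0.37, 1.5 and 1.09 on those labelled E15.5. Pattern 4 was not used here.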

Pattern 4 (188 genes), Pattern 11 (65 genes), Pattern 13 (33 genes), Pattern 15 (13 genes), and Pattern 16 (7 genes) were up-regulated from E11.5 to E15.5 and stayed at the same level or were down-regulated after E15.5. 

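From E11.5 to E15.5, 10 of 14 tested genes of Pattern 12 were lower (median log2 change −0.17), as were 5 of 5 of Pattern 17 (−0.33), and no gene of either was called. Pattern 12 then fell by 0.60 from E15.5 to P0, with 6 genes called, while Pattern 17 had medians of 0.00 from E15.5 to P0 and 0.38 from P0 to P7. Pattern 7 was not used here.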

Genes in Pattern 7 (5 genes), Pattern 12 (18 genes), and Pattern 17 (5 genes) were down-regulated from E11.5 to E15.5 and stayed at the same level afterwards. These genes were probably involved in stratification of columnar epithelial cells. 

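From E15.5 to P0, 33 of 33 tested genes of Pattern 10 were higher (median log2 change 1.34, 32 genes called), as were 11 of 11 of Pattern 15 (0.57, 3 called). Pattern 13 fell (−1.0, 32 of 32 lower, 8 called), as did Pattern 16 (−0.48) and Pattern 11 (−0.35, 50 of 59 lower), the last with 0 of 59 genes called. Patterns 3, 5 and 8 were not used here.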

From E15.5 to P0, Pattern 3 (180 genes), Pattern 8 (40 genes), Pattern 10 (37 genes) and Pattern 15 were up-regulated, and Pattern 5 (79 genes), Pattern 11, Pattern 13 and Pattern 16 (7 genes) were down-regulated. These genes were probably involved in squamation. From P0 to P7, Pattern 6 (51 genes), Pattern 12 (18 genes), Pattern 14 (16 genes), and Pattern 18 (5 genes) were up-regulated, and Pattern 9 (18 genes), Pattern 10, Pattern 11, and Pattern 15 were down-regulated. These genes were probably involved in keratinization, as supported by the fact that genes in Pattern 1, Pattern 3, Pattern 4, Pattern 6 were generally up-regulated from E11.5 to P7. 

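From P0 to P7, the median log2 change was 1.48 in Pattern 18 (5 of 5 genes higher, 4 called), 1.24 in Pattern 14 (13 of 13, 11 called) and 0.42 in Pattern 12 (14 of 14, 1 called). It was −1.44 in Pattern 15 (11 of 11 lower, 5 called), −0.88 in Pattern 11 (58 of 59, 2 called), −0.73 in Pattern 10 (32 of 33, 16 called) and −0.30 in Pattern 9 (14 of 15, 4 called). Pattern 6 was not used here.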

As expected, these genes (*Muc4, Ppl, Arg1, Ocln, Bmp6, Tchh, Trp73, Lces, Krts, Sprrs*) were known to be associated with keratinized stratified squamous epithelium.

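Of the 7 single genes named, 6 were called higher at P7 than at E11.5 and 1 was not called. *Arg1* rose most (log2 change 4.24, SE 0.95, adjusted p = 0.0107), ahead of *Ppl* (2.73, SE 0.39, adjusted p = 0.000843), *Muc4* (2.70, SE 0.51, adjusted p = 0.00405), *Tchh* (1.20, SE 0.37, adjusted p = 0.0368), *Ocln* (0.89, SE 0.19, adjusted p = 0.00803) and *Bmp6* (0.79, SE 0.17, adjusted p = 0.00701). *Trp73* was not called (1.45, SE 0.64, adjusted p = 0.119). *Tchh* stayed called in 2 of 6 runs that left out an array, with a log2 change of 0.97 at the lowest.

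All 11 tested *Lce* genes, of 14 on the array, were called higher (median log2 change 3.72, from 0.30 to 4.67), as were all 4 tested *Sprr* genes of 13 (from 1.1 to 3.61). Of 23 tested *Krt* genes, of 46 on the array, 20 were higher, 7 called higher and 1 called lower. With outlier-marked spots kept, the calls were 14 of 14 *Lce* genes, 11 of 11 *Sprr* genes and, of 37 *Krt* genes, 17 higher and 1 lower.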

We collated ten knowledge-based gene sets from the literature (Excel S1). These gene sets are associated with differentiation of the skin, the esophagus and the tongue, all of which are covered by keratinized stratified squamous epithelia. Fisher's exact test of our data showed that nine gene sets were significantly associated with esophageal development in the metaplasia phase: basal lamina genes, basal layer genes, granular layer genes, keratinized layer genes, EDC genes, *P63* target genes, *Pax9* target genes, *Sox2* target genes and Nrf2/Keap1 pathway genes (Table 1). 

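Fisher's exact test was repeated one-sided on the same 10 literature sets, with the tested genes as background. At p of 0.05 or lower, 5 sets held more called genes of the metaplasia phase than their share: *P63* targets (30 of 40 tested genes called, exact p = 1.29e-10), EDC genes (20 of 24, exact p = 6.75e-09), keratinized layer (16 of 19, exact p = 1.82e-07), *Pax9* targets (9 of 15, exact p = 0.0056) and granular layer (7 of 12, exact p = 0.0178). With p adjusted over each list alone, limma called 35, 22, 16, 11 and 8 of these genes, in the same order. The basal lamina (8 of 27, exact p = 0.405), basal layer (4 of 10, exact p = 0.249), spinous layer (1 of 9, exact p = 0.934) and *Sox2* target sets (27 of 78, exact p = 0.0575) were above that level. Without E11.5 replicate 3 the number of sets rose to 8, and it fell to 3 with median centring or with the processed signals of Feature Extraction. Adjusted over the 10 sets, the same 5 stayed at or under 0.05, with a highest value of 0.0357 for the granular layer.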

The expression patterns of these gene sets throughout the metaplasia phase were generated by GeneSpring to demonstrate dynamic changes (Excel S4). It is clear that genes of EDC and epithelial layers were generally up-regulated throughout this phase. This is consistent with the morphological change of esophageal epithelium: the transition from simple columnar epithelium to keratinized stratified squamous epithelium. 

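From E11.5 to P7, 23 of 24 EDC genes were higher at P7 and 22 called higher (median log2 change 2.40, camera adjusted p = 6.52e-24, fry adjusted p = 7.67e-06). In the keratinized layer set 17 genes were called higher (median 2.46, camera adjusted p = 1.85e-21, fry adjusted p = 4.64e-06), and in the granular layer set 8 (1.82, camera adjusted p = 0.000538, fry adjusted p = 0.000263). None of these 3 sets held a gene called lower. The basal layer set (0.40) passed 0.05 with fry (adjusted p = 0.0101) but not with camera (adjusted p = 0.262), the basal lamina set (0.56) passed with camera (adjusted p = 0.0327) but not with fry (adjusted p = 0.0523), and the spinous layer set (0.14) passed with neither (camera adjusted p = 0.433, fry adjusted p = 0.0534). Step by step, 0 EDC genes were called from E11.5 to E15.5 (median −0.13), 8 higher from E15.5 to P0 (0.67) and 12 higher from P0 to P7 (1.74).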

*Pax9* target genes were also generally up-regulated during the metaplasia phase, suggesting a critical role of *Pax9* in esophageal epithelial differentiation. 

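Of 15 tested *Pax9* targets, 14 were higher at P7 than at E11.5 and 8 called higher (median log2 change 1.06, camera adjusted p = 8.1e-07, fry adjusted p = 0.000172). Most of the rise fell between E15.5 and P0, with 5 genes called higher (median 0.74, camera adjusted p = 6.15e-05, fry adjusted p = 0.00296). From P0 to P7 the median was −0.07 and the mean 0.46, and the set was not called by camera (adjusted p = 0.184) or fry (adjusted p = 0.346). *Calm4* rose at both steps (2.45, SE 0.28, adjusted p = 0.000382, then 1.91, SE 0.28, adjusted p = 0.00552). *Sbsn* rose from E15.5 to P0 (4.76, SE 0.40, adjusted p = 4.8e-05) but not from P0 to P7 (−0.20, SE 0.40, adjusted p = 0.893). *Pax9* itself was tested only with outlier-marked spots kept and was called at neither step (1.17, SE 0.58, adjusted p = 0.182, then −0.46, SE 0.58, adjusted p = 0.815). The paper proposes from the rise of its targets that *Pax9* matters for epithelial differentiation.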

Real-time PCR confirmed increasing expression of *Pax9* and its downstream keratinization-associated genes (*Calm4* and *Sbsn*) from E15.5 to P7 (Figure S3).

**Table 1:** Differential expression of knowledge-based gene sets in the mouse esophagus in the metaplasia phase.

Samples	Knowledge-based gene set	No. of genes in the gene set	No. of genes in array dataset	No. of DEGs	P value
Wild-type E11.5 vs E15.5 vs P0 vs P7	Basal lamina genes	40	29	2	0.222
	Basal layer genes	14	10	1	0.267
	Spinous layer genes	11	7	0	1.000
	Granular layer genes	16	10	1	0.267
	Keratinized layer genes	39	14	4	6.9E-4
	EDC genes	58	21	3	0.029
	Nrf2/Keap1 pathway genes	281	181	31	1.8E-14
	P63 target genes	59	39	4	0.031
	Pax9 target genes	23	13	3	0.007
	Sox2 target genes	141	80	6	0.036
Wild-type vs *Keap1* ^−/−^ at P7	Basal lamina genes	40	29	16	3.0E-7
	Basal layer genes	14	10	4	0.041
	Granular layer genes	16	10	4	0.043
	Spinous layer genes	11	7	1	0.661
	Keratinized layer genes	39	14	9	2.6E-5
	EDC genes	58	21	9	0.001
	Nrf2/Keap1 pathway genes	281	181	37	0.019
	P63 target genes	59	39	21	8.9E-9
	Pax9 target genes	23	11	9	1.1E-6
	Sox2 target genes	141	80	20	0.008

In order to explore potential involvement of biochemical pathways, signaling pathways and transcription factors, multi-class and two-class GSA analyses were performed (Excel S3). It is clear that from E11.5 to E15.5, the epithelial structure gene sets (GO_55, GO_60, GO_66, GO_727), glutathione transfer gene set (*Nrf2*-relevant, GO_1418), and Ppar signaling pathway (CP_80) were up-regulated, while TGFβ signaling pathways (CP_110, CP_381, CP_699) were down-regulated. 

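The numbered pathway sets were not used here. Single genes chosen for each pathway in the design were read instead, and none of them was called from E11.5 to E15.5. With arrays of both labels out of place, 0 of 16034 genes were called at this step, so the lack of calls decides nothing about the pathways. Of 12 tested *Gst* genes, 6 were higher and 6 lower, from −0.39 (*Gstm1*) to 0.65 (*Gsta3*). The log2 change was 0.28 for *Ppara* (SE 0.18), 0.20 for *Ppard* (SE 0.10) and −0.01 for *Pparg* (SE 0.31), with adjusted p of 0.99 or higher. For TGFβ it was −0.44 for *Tgfb1* (SE 0.21), −0.29 for *Tgfb2* (SE 0.66), 0.17 for *Tgfbr2* (SE 0.10) and −0.10 for *Smad7* (SE 0.47), and *Tgfb3* was tested only with outlier-marked spots kept (0.26, SE 0.18). Without the array labelled E11.5 replicate 3 or E15.5 replicate 1, *Tgfb2* ranged from −1.12 to 0.27 over the runs that left out an array. With slide as a block, *Tgfb2* changed sign (1.36), as did *Smad7* (1.09) and *Ppara* (−0.08). That block leaves only the array labelled E15.5 replicate 1, itself out of place, against the arrays labelled E11.5, so these signs rest on 1 array. With median centring *Ppard* changed sign (−0.02). Among the 10 literature sets, camera called the basal lamina set higher (median 0.30, adjusted p = 0.000464), a call that fry did not share (adjusted p = 0.985).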

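From E15.5 to P0, 17 of 19 tested keratinized layer genes were higher at P0 and 9 called higher (median log2 change 0.93, camera adjusted p = 9.33e-07, fry adjusted p = 0.00118). Among *P63* targets, 22 of 40 were called higher (median 0.78, camera adjusted p = 1.62e-18, fry adjusted p = 5.92e-05). No gene of either set was called lower.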

From E15.5 to P0, a keratinocyte gene set (CP_295) was up-regulated. The TLR and NFκB pathways (CP_122, CP_312, CP_392, CP_727, CP_728, CP_730, CP_838) were up-regulated from E15.5 to P0, and several of these were down-regulated from P0 to P7. 

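Of 5 TLR and NFκB genes of the design, 3 were called higher at P0 than at E15.5: *Tlr2* (log2 change 2.20, SE 0.21, adjusted p = 0.000114), *Tlr4* (1.90, SE 0.31, adjusted p = 0.00258) and *Il1b*, which was not well above background at E15.5 (adjusted p = 0.0201). *Nfkb1* was not called (0.29, SE 0.20, adjusted p = 0.359), and *Nfkbia* was tested only with outlier-marked spots kept (2.18, SE 0.31, adjusted p = 0.00119). *Il1b* stayed called in 2 of 6 runs that left out an array. From P0 to P7, *Tlr2* fell by 1.14 (SE 0.21, adjusted p = 0.0181), a call kept in 1 of 6 such runs, with values from −1.24 to −1.07. *Tlr4* (−0.20, SE 0.31), *Nfkb1* (0.28, SE 0.20) and *Il1b* (−0.15, SE 0.25) were not called at that step.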

The Wnt pathway (CP_851) and Hedgehog pathway (CP_170, CP_109) were down-regulated in P7 as compared with E11.5. These data suggest that Wnt, NFκB, TGFβ, Hedgehog and Nrf2/Keap1 pathways are very likely involved in the metaplasia phase during the development of esophageal epithelium.

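All 4 Hedgehog genes of the design were called lower at P7 than at E11.5: *Shh* (log2 change −2.20, SE 0.51, adjusted p = 0.0108), *Ptch1* (−1.5, SE 0.17, adjusted p = 0.00024), *Gli1* (−0.80, SE 0.15, adjusted p = 0.00303) and *Hhip* (−2.28, SE 0.21, adjusted p = 6.77e-05). *Shh* was higher at P7 with the processed signals of Feature Extraction (0.41) and with the deposited ratios (0.42), and its adjusted p ranged from 0.000319 to 0.759 over the alternatives. Of 5 Wnt genes, *Lef1* was called lower (−0.84, SE 0.28, adjusted p = 0.0456), in 1 of 6 runs that left out an array, with values from −1.24 to −0.54. *Axin2* (−0.90, SE 0.48, adjusted p = 0.194), *Tcf7* (−0.27, SE 0.19, adjusted p = 0.329), *Nkd1* (0.33, SE 0.36, adjusted p = 0.541) and *Ctnnb1* (0.27, SE 0.19, adjusted p = 0.347) were not called. Across all genes, the largest changes at P7 were those of *Cstdc5* (8.04, SE 0.88, adjusted p = 0.000179), *Csta1* (7.82, SE 0.98, adjusted p = 0.000587), *Stfa1* (7.15, SE 0.69, adjusted p = 0.000132), *Foxa2* (−4.39, SE 0.85, adjusted p = 0.0044), *Foxd1* (−4.10, SE 0.87, adjusted p = 0.00833) and *Hbb-bh1*, called lower (adjusted p = 0.000762) and not well above background at P7.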

Using the Wnt pathway as an example, we examined its potential involvement in esophageal epithelial development using two mouse lines (BAT-lacZ and TOPGAL) that have been routinely used to report Wnt signaling [17], [18]. Consistent with the microarray data, both mouse lines indicated that Wnt signaling was active in the developing esophagus between E11.5–E13.5. Sections of X-gal stained sample showed that Wnt signaling was limited to the epithelium at E11.5. At E13.5 minimal activity was also noticed in the mesenchyme, whereas the epithelium remained strongly positive for X-gal staining (Figure 2). After E13.5, Wnt activity decreased in the epithelium, and activity disappeared at E17.5.

**Figure 2:**
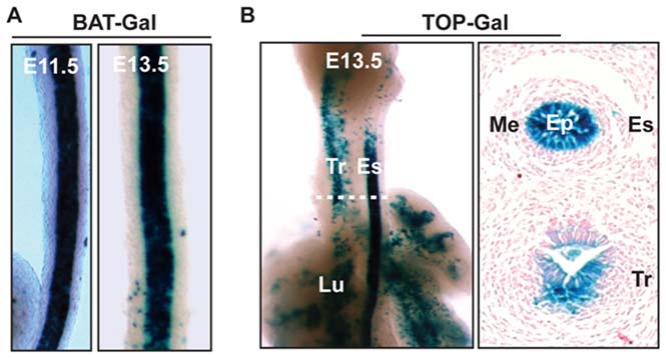
Involvement of the Wnt pathway in the development of mouse esophageal epithelium. (A) X-Gal staining of E11.5 and E13.5 esophagi of BAT-GAL mice; (B) X-Gal staining of E13.5 esophagi of TOP-GAL mice. Es, esophagus; Tr, trachea; Ep, epithelium; Me, mesenchyme; Lu, lung.

#### c. Maturation phase

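Between 3 whole esophagi at P7 and 3 samples of adult epithelium, limma called 5864 of 15166 tested genes, 2723 higher and 3141 lower in adults. The tool moved this most: SAM called 648, 244 higher and 404 lower. At least a 2-fold change left 1003 higher and 1554 lower. The counts with outlier-marked spots kept were 3551 higher and 4120 lower, and leaving out an array gave from 4253 to 5948 genes in all. The processed signals of Feature Extraction shifted the median of all genes by 0.15 and the deposited ratios by 0.12. The balance turned with both: 3401 higher and 2877 lower (54.2% higher), and 4115 and 3629 (53.1%), against 46.4% in the main analysis. It did not turn with median centring (44.1%) or scale normalization (45%). *Slc6a19* (log2 change 5.71, SE 0.31, adjusted p = 4.12e-05), *Serpinb3c* (5.01, SE 0.34, adjusted p = 9.28e-05) and *Dynap* (at least 25.7-fold, adjusted p = 1.61e-05, not well above background at P7) rose most. *Upk1b* (at least 372-fold, adjusted p = 2.3e-05, not well above background in adults), *Afp* (−8.17, SE 0.86, adjusted p = 0.000484) and *Mest* (−8.02, SE 0.26, adjusted p = 9.9e-06) fell most. Tissue and, by *Xist* and genes of the Y chromosome, the sex of the animals differed along with age. Of the marker lists for cells outside the epithelium, skeletal muscle fell by 3.27 (12 of 12 genes lower) and nerve by 1.22.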

Comparing wild-type P7 with adult, we found 1,248 genes up-regulated and 587 genes down-regulated in adult esophageal epithelium. 

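All but 1 of the 5 single genes named had most of their bright spots marked as outliers at P7 and were tested only with these spots kept. Tested that way, and with the deposited ratios, all 5 were called higher in adults: *Hmox1* (log2 change 3.82, SE 0.28, adjusted p = 8.01e-05), *Nqo1* (3.46, SE 0.55, adjusted p = 0.00225), *Ptgr1*, named *Ltb4dh* (2.74, SE 0.35, adjusted p = 0.000853), *Akr1b8* (2.31, SE 0.22, adjusted p = 0.000242) and *Nfe2l2*, which encodes Nrf2 (1.24, SE 0.19, adjusted p = 0.0019). Without the marked spots *Nfe2l2* rested on 1 of 3 probes and was not called (0.14, SE 0.17, adjusted p = 0.535), and its adjusted p reached 0.71 over the alternatives. The other probes of *Nfe2l2* rose by 1.68 and 1.89.

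Families moved in both directions. Of 17 tested *Aldh* genes 5 were called higher and 5 lower (*Aldh1a1* 1.57, *Aldh1a3* −3.75), of 5 *Abcc* genes 2 higher and 3 lower, of 11 *Gst* genes 5 higher and 0 lower (*Gstm1* 3.66), and of 3 *Mt* genes 2 higher (*Mt4* 4.84). With marked spots kept, the calls were 8 higher and 5 lower of 21 *Aldh* genes, 11 and 1 of 20 *Gst* genes, 3 of 4 *Mt* genes higher, and 3 and 3 of 6 *Abcc* genes.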

Among the up-regulated genes, many were known *Nrf2* target genes, such as *Akr1b8, Aldhs, Mts, Hmox1, Gsts, Abccs, Nqo1, Ltb4dh* and *Nrf2* itself. GSA analysis shows that four *Nrf2*-relevant pathways (CP_29, CP_67, CP_68, CP_530) were up-regulated in adult esophagi as compared to P7 esophagi. 

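The numbered pathway sets were not used here. In the literature set of the Nrf2/Keap1 pathway, 196 genes were tested between P7 and adult, and 43 were called higher and 49 lower in adults. The median log2 change was −0.01 and the mean −0.07, and neither camera (adjusted p = 0.763) nor fry (adjusted p = 0.789) called the set. The median turned positive under several alternatives, the most with the deposited ratios (0.11).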

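Of the 3 Ppar genes, *Ppara* was called higher in adults (log2 change 1.83, SE 0.11, adjusted p = 6.72e-05), and *Ppard* (0.29, SE 0.16, adjusted p = 0.193) and *Pparg* (0.69, SE 0.31, adjusted p = 0.113) were not. Of 6 Notch genes of the design, 3 were called higher and 1 lower. *Notch1* (0.69, SE 0.16, adjusted p = 0.0126), *Notch2* (0.95, SE 0.20, adjusted p = 0.00896) and *Notch3* (0.69, SE 0.20, adjusted p = 0.0422) rose, and *Hey1* fell (−3.22, SE 0.18, adjusted p = 9.68e-05). *Jag1* (0.52, SE 0.19, adjusted p = 0.0677) and *Hes1* (−0.01, SE 0.22, adjusted p = 0.974) were not called. *Notch3* stayed called in 1 of 6 runs that left out an array, with values from 0.48 to 0.89, and *Notch1* changed sign with each spot's own local background (−0.21), an alternative chosen after seeing the data. The numbered pathway sets were not used here.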

Ppar signaling pathways (CP_80, CP_101, CP_623) were up-regulated, and Notch signaling (CP_108, CP_696) was down-regulated (Excel S5). Fisher's exact test showed that the Nrf2/Keap1 pathway, basal lamina genes, basal layer genes, granular layer genes, spinous layer genes and *P63* target genes were significantly enriched in the adult epithelium (Excel S5). These data suggest that in the maturation phase the Nrf2/Keap1 pathway is further activated in mouse esophageal epithelium above the baseline activity in the metaplasia phase. 

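By Fisher's exact test, 3 of the 10 literature sets held more genes called from P7 to adult than their share: *P63* targets (31 of 34 tested genes, 28 higher and 3 lower in adults, exact p = 2.26e-10), basal lamina (23 of 30, 2 higher and 21 lower, exact p = 2.56e-05) and the Nrf2/Keap1 pathway (92 of 196, exact p = 0.0107, adjusted over the sets 0.0356; 97 genes with p adjusted over the list alone). The basal layer, granular layer and *Pax9* target sets each had an exact p of 0.0838, and the spinous layer set 0.742. Leaving out an array gave 5 or 6 sets, and the filter on dim probes moved the number most, to 8 without it. The test counts genes in either direction: the median log2 change was 1.38 for *P63* targets and −1.04 for the basal lamina set.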

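With outlier-marked spots kept, 265 genes of the Nrf2/Keap1 pathway set were tested, and 81 were called higher and 67 lower in adults (median 0.00). The single genes named above rose by more than this, with a lowest change of 1.24, and 4 of the 5 rose by more than 1.63, the highest change in a list of 14 epithelial marker genes (median 0.40). Tissue changed with age between these samples, and epithelium was not measured alone at P7. The paper proposes from these data that the pathway is more active in the maturation phase than before it.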

Consistent with these data, we found overexpression of Nrf2 in adult esophagi as compared to P7 esophagi (Figure 3E, G). Meanwhile, Pparβ/δ and pAkt expression was correlated with Nrf2 expression (Figure 3H, J; K, M). These data further supported the Pparβ/δ and PI3K/Akt pathway as possible *Nrf2* downstream effectors promoting keratinization.

**Figure 3:**
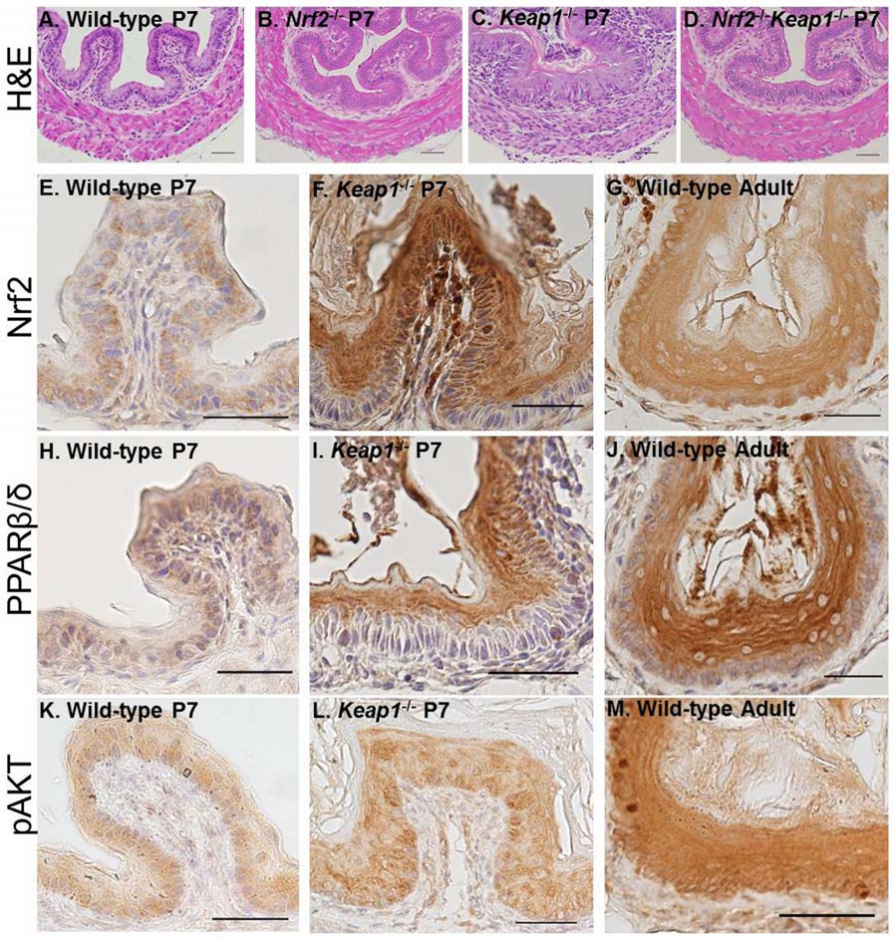
Esophageal hyperkeratosis due to *Nrf2* superactivation in *Keap1^−/−^* esophagus. P7 esophagi of a wild-type mouse (A), a *Nrf2* ^−/−^ mouse (B), a *Keap1* ^−/−^ mouse (C), and a *Nrf2* ^−/−^ *Keap1* ^−/−^ mouse (D), were stained for H&E. Expression of Nrf2 (E–G), Pparγ/δ (H–J) and pAkt (K–L) were shown in the esophagi of P7 wild-type mouse, P7 *Keap1* ^−/−^ mouse and adult wild-type mouse. Size bar = 50 µm.

### 2. The role of Nrf2/Keap1 pathway during the development of mouse esophagus

In specification phase, neither individual genes nor gene sets associated with Nrf2/Keap1 pathway was selected by SAM or GSA (Excel S2), suggesting that the Nrf2/Keap1 pathway was unlikely involved in the specification phase during mouse esophageal epithelial development.

#### a. Metaplasia phase

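Of the 279 genes of the Nrf2/Keap1 pathway set on the array, 180 were tested in the metaplasia phase, and 57 were called different among the 4 time points. Adjusted over the list alone, the count was 64. SAM called 7, the lowest count over the alternatives, and the highest of those set before the data were examined was 94. With outlier-marked spots kept, chosen after seeing the data, the count was 100.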

In the metaplasia phase, 37 Nrf2 target genes were selected as differentially expressed by multi-class SAM (Excel S3). Fisher's exact test with these genes showed that the Nrf2/Keap1 pathway was significantly associated with metaplasia phase (P = 0.019422) (Table 1).

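Fisher's exact test for the same set gave an exact p of 0.0519, and 0.0822 after adjustment over the 10 sets. It lay on either side of 0.05 depending on the arrays used: 0.151 without the array labelled E15.5 replicate 1, and 0.00683 without E11.5 replicate 1. Between alternatives it ran from 2.13e-06 without the filter on dim probes to 0.67 with SAM. From E11.5 to P7, 36 of the set's genes were called higher and 19 lower, with a median log2 change of 0.05 and a mean of 0.15. Camera did not call the set (adjusted p = 0.422), and fry did (adjusted p = 0.0313).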

In order to further examine the role of Nrf2/Keap1 pathway in the metaplasia phase, we profiled gene expression in P7 esophagi from wild-type, *Nrf2* ^−/−^, *Keap1* ^−/−^ and *Nrf2* ^−/−^ *Keap1* ^−/−^ mice. 

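The targeted genes were read first in all 12 arrays of P7, 3 for each genotype, probe by probe and with outlier-marked spots kept. A first *Nfe2l2* probe had a log2 ratio of 0.06 ± 0.31 (mean ± SD) in wild-type, −0.43 ± 0.10 in *Keap1-/-*, −6.50 ± 0.14 in *Nrf2-/-* and −6.77 ± 0.03 in *Nrf2-/-Keap1-/-* esophagi. The decrease in *Nrf2-/-* esophagi was at least 86.9-fold, since the probe was not well above background there. A second probe fell from 0.08 ± 0.33 to −4.12 ± 0.02 in *Nrf2-/-* and −4.34 ± 0.12 in *Nrf2-/-Keap1-/-* esophagi. Another probe stayed at −0.91 ± 0.22 in wild-type and −1.04 ± 0.29 in *Nrf2-/-* esophagi. It was the only *Nfe2l2* probe left once marked spots were taken out. The *Keap1* probe did not mark the genotype: its log2 ratios were 0.54, 1.00 and 0.42 on wild-type arrays, −0.27, 0.22 and 0.64 on the arrays labelled *Keap1-/-*, and −0.50, −0.32 and −0.19 on those labelled *Nrf2-/-Keap1-/-*. Arrays are called by their deposited labels for that reason. *Xist* was high and genes of the Y chromosome low on all 3 wild-type arrays, and the reverse held on all 3 arrays labelled *Keap1-/-*.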

At this time point, both *Nrf2* ^−/−^ and *Nrf2* ^−/−^ *Keap1* ^−/−^ esophagi appeared normal, whereas *Keap1* ^−/−^ esophagus appeared hyperkeratotic (Figure 3A–D). 

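Among the 4 genotypes at P7, limma's F-test called 4648 of 15652 tested genes. The count moved most with SAM, which called 759, and with the Feature Extraction version as a block in a fit of all 27 arrays, which called 777. Of the genes called, 1542 changed at least 2-fold. Keeping outlier-marked spots gave 6389 called of 18839 genes. Leaving out a *Keap1-/-* array lowered the count to between 2570 (without replicate 3) and 2573 (without replicate 2) at the least, and no omission gave more than 4758.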

Multi-class SAM analysis identified 526 DEGs (Excel S6). 

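By comparison with wild-type, 29.4% of the tested genes were called in *Keap1-/-* esophagi, 0.428% in *Nrf2-/-Keap1-/-* and 0.0128% in *Nrf2-/-* esophagi. The groups did not overlap for 40.9%, 19.4% and 14.8% of genes, where 10% would be apart by chance. Genes called in *Keap1-/-* esophagi changed by a median absolute log2 value of 0.68.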

Two-class SAM confirmed that the major difference among these four groups was between the wild-type and *Keap1* ^−/−^ esophagi (Excel S6). In agreement with these data, hierarchical clustering analysis and PCA analysis clearly demonstrated separation of the *Keap1* ^−/−^ esophagi from others (Figure S4). 

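On the 14350 genes with a value on all 12 arrays of P7, the first split of the tree parted the 3 *Keap1-/-* arrays from the other 9. They were the only genotype with a cluster of its own; on called genes alone, standardized by array, the *Nrf2-/-Keap1-/-* arrays formed a cluster too. Along the first principal component (50.3% of variance) the *Keap1-/-* arrays lay at 40, 56.3 and 60.5 and all others at −11.2 or lower. These arrays were also the only ones of their slide and scan.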

Between wild-type and *Nrf2* ^−/−^ esophagi, only one gene (*Rbm45*) was up-regulated, and three genes including *Nrf2* were down-regulated in *Nrf2* ^−/−^ esophagi. 

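In *Nrf2-/-* esophagi at P7, limma called 2 genes, 1 higher and 1 lower. *Rbm45* rose from a log2 ratio of −1.65 ± 0.08 (SD) to 1.04 ± 0.15 (log2 change 2.69, SE 0.10, adjusted p = 3.2e-06), and *Upk3a* fell from 0.39 ± 0.19 to −1.06 ± 0.13 (−1.45, SE 0.15, adjusted p = 0.0092). *Upk3a* stayed called in 3 of 6 runs that left out an array, with values from −1.55 to −1.36. At an unadjusted p of 0.05, 1618 genes passed. SAM called 3, all higher, and the count moved most with the processed signals of Feature Extraction (5 genes). *Nfe2l2* was called only where its marked spots stayed in (−3.63, SE 0.13, adjusted p = 2.35e-07, against −0.13, adjusted p = 0.817, on the probe left without them), and its adjusted p ran from 7.09e-08 to 0.969 over the alternatives. *Keap1* was not called (0.43, SE 0.27, adjusted p = 0.598). The complete list of the paper's Excel S6 for this comparison held 4 genes, of which 3 could be tested, 2 were called, and 3 with marked spots kept.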

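In *Nrf2-/-Keap1-/-* esophagi, limma called 67 genes, 47 higher and 20 lower (70.1% higher), and 2573 genes passed an unadjusted p of 0.05. The count was among the least stable: leaving out an array gave from 2 (*Nrf2-/-Keap1-/-* replicate 3) to 210 (wild-type replicate 3), SAM called 18, all higher, and the processed signals of Feature Extraction gave 2, both higher. With median centring 87.5% of called genes were higher. *Upk3a* fell (log2 change −1.25, SE 0.15, adjusted p = 0.0192; from −1.42 to −1.15 in runs without an array, called in 4 of 6), *Rbm45* rose (2.68, SE 0.12, adjusted p = 9.65e-06), and *Keap1* was not called (−0.99, SE 0.24, adjusted p = 0.0933). *Nfe2l2* was not called on the probe left without marked spots (−0.33, SE 0.17, adjusted p = 0.35) and was called with them (−3.86, SE 0.13, adjusted p = 1.46e-07, from 9.25e-08 to 0.634 over the alternatives). *Krt17* was tested only with marked spots kept and not called (−0.61, SE 0.17, adjusted p = 0.113). The largest changes were those of *Adipoq* (3.88, SE 0.56, adjusted p = 0.0258), *Plin1* (3.79, SE 0.52, adjusted p = 0.0258), *NAP025923-1* (called higher, adjusted p = 0.00944, not well above background in wild-type), *Krt16* (−1.38, SE 0.25, adjusted p = 0.0496) and *Arf6* (−1.21, SE 0.18, adjusted p = 0.0258). Of the 29 genes in the paper's complete list, 22 could be tested and 6 were called; with marked spots kept, 25 of 25 had the listed direction.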

Between wild-type and *Nrf2* ^−/−^ *Keap1* ^−/−^esophagi, 19 genes were up-regulated and 10 genes including *Nrf2*, *Upk3a* and *Krt17* were down-regulated in *Nrf2* ^−/−^ *Keap1* ^−/−^ esophagi. 

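In *Keap1-/-* esophagi, limma called 4600 genes, 2003 higher and 2597 lower than wild-type (43.5% higher). SAM called 877, 413 higher and 464 lower, and at least a 2-fold change left 573 higher and 608 lower. With the Feature Extraction version as a block in a fit of all 27 arrays, 1005 genes were called, 815 of them among the 4600, and the median SE rose from 0.14 to 0.29. The balance turned with median centring, which shifted the median of all genes by 0.20 and called 4892 genes higher and 1637 lower (74.9% higher). Leaving out an array gave from 2990 genes (*Keap1-/-* replicate 3) to 4789. *Adh7* (log2 change 6.34, SE 0.26, adjusted p = 8.38e-08) and the transcript *ENSMUST00000145041* (5.82, SE 0.21, adjusted p = 3.48e-08) were among the 3 largest increases, together with *Gclc*. *Upk1b* (−5.97, SE 0.30, adjusted p = 3.37e-06), *Mal* (−5.26, SE 0.16, adjusted p = 1.15e-08) and *Slc6a14*, not well above background in *Keap1-/-* esophagi (at least 30.1-fold lower, adjusted p = 1.94e-08), fell most.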

In constrast, 309 genes were up-regulated and 346 genes down-regulated in *Keap1* ^−/−^ esophagi as compared with wild-type esophagi. Among the up-regulated genes, many classical *Nrf2* target genes were enriched, such as *Nqo1, Gclm, Gclc, Gsts, Cat, Cyps, Mts, Mgsts, Aldhs, Cess and Abccs*, indicating *Nrf2* superactivity. 

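All 4 single genes named were called higher in *Keap1-/-* esophagi: *Nqo1* (log2 change 4.84, SE 0.48, adjusted p = 5.82e-05), *Gclm* (3.35, SE 0.17, adjusted p = 4.54e-07), *Gclc* (6.00, SE 0.25, adjusted p = 2.82e-07) and *Cat* (2.89, SE 0.34, adjusted p = 0.000176). *Nqo1* went from −0.78 ± 1.24 (SD) to 4.05 ± 0.13. *Nfe2l2* was not called on the probe left without marked spots (−0.45, SE 0.17, adjusted p = 0.0662) and was called lower with them, on 3 probes (−0.36, SE 0.13, adjusted p = 0.0481, from 0.0063 to 0.656 over the alternatives). *Keap1* was not called (−0.53, SE 0.24, adjusted p = 0.12, from 0.0458 to 0.78 over the alternatives) and rose with median centring (0.10). Families differed. Called higher and lower were 3 and 0 of 3 *Mt* genes (1.92 to 4.23), 2 and 0 of 2 *Mgst*, 7 and 0 of 12 *Ces* (*Ces1f* 5.35), 3 and 0 of 6 *Abcc* (*Abcc4* 3.02), 4 and 1 of 11 *Gst* (*Gstm1* 5.61), 5 and 4 of 17 *Aldh* (*Aldh3a1* 4.12) and 4 and 6 of 54 *Cyp* genes. Of the *Cyp* genes 19 were higher. With outlier-marked spots kept, 11 *Gst* genes were called higher and 2 lower, of 20.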

Keratinization-related genes such as *Sprr2h, Krt84, Ptgs2, Casp14* and *Ppard* were also up-regulated in *Keap1* ^−/−^ esophagi. These data suggest that although the Nrf2/Keap1 pathway was involved in the metaplasia phase as shown above, *Nrf2^−/−^* did not have any significant impact on gene expression in the esophagus. This observation may be explained by compensation by other genes or a low baseline activity in this phase. However, hyperactive *Nrf2* due to *Keap1* ^−/−^ activated the Nrf2/Keap1 pathway in the esophagus, and hence up-regulated downstream target genes.

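All 5 of these genes were called higher in *Keap1-/-* esophagi, among them *Sprr2h* (log2 change 3.71, SE 0.38, adjusted p = 0.000112), *Casp14* (2.74, SE 0.36, adjusted p = 0.000345) and *Krt84* (2.42, SE 0.26, adjusted p = 0.000102). *Ptgs2* was not well above background in wild-type esophagi, which leaves the size of its rise open (adjusted p = 0.0185), and it stayed called in 3 of 6 runs that left out an array. Of the keratinization genes measured by PCR, *Sbsn* was not called (1.61, SE 0.56, adjusted p = 0.0537), and *Calm4* was tested only with outlier-marked spots kept (0.75, SE 0.28, adjusted p = 0.0627). *Calm4* was lower with the deposited ratios (−0.30), and its adjusted p ran from 0.0475 to 0.218 over the alternatives.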

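Of 195 tested genes of the Nrf2/Keap1 pathway set, 0 were called in *Nrf2-/-* esophagi at P7 (median log2 change 0.01), and neither camera (adjusted p = 0.913) nor fry (adjusted p = 0.703) called the set. Camera called the EDC set (median −0.51) and the keratinized layer set (−0.25) lower, each with adjusted p = 0.0431, and put *Pax9* targets just above the threshold (−0.36, adjusted p = 0.0628). Fry called none of the 3 (adjusted p = 0.531 for each). The paper proposes from these comparisons that loss of *Nrf2* alone had no significant impact at P7.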

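The log2 ratios of the named target genes were compared in all 4 genotypes, with outlier-marked spots kept. *Nqo1* lay between 3.95 and 4.18 on the *Keap1-/-* arrays and between −2.65 and −1.67 on the *Nrf2-/-Keap1-/-* arrays, where 2 of 3 *Nfe2l2* probes were low as well (mean log2 ratios −6.77 and −4.34, against 0.06 and 0.08 in wild-type esophagi). *Gclc* lay between 5.83 and 6.13 on the *Keap1-/-* arrays and between −0.65 and −0.32 on the *Nrf2-/-Keap1-/-* arrays. On the *Nrf2-/-* arrays *Nqo1* lay between −2.71 and −2.63, under every wild-type array (−1.96 to 0.45). The ranges of *Gclc*, *Gclm* and *Cat* on the *Nrf2-/-* arrays overlapped wild-type. In the Nrf2/Keap1 pathway set, 2 of 195 genes were called in *Nrf2-/-Keap1-/-* esophagi. The paper states that hyperactive *Nrf2* in *Keap1-/-* esophagi raised its target genes; the double mutant, in which both targets stayed low, is the comparison in these data that bears on the part of *Nrf2*. The comparison of *Keap1-/-* with wild-type esophagi also differed in slide, scan and, by *Xist* and genes of the Y chromosome, in the sex of the animals.

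**Figure D2:**
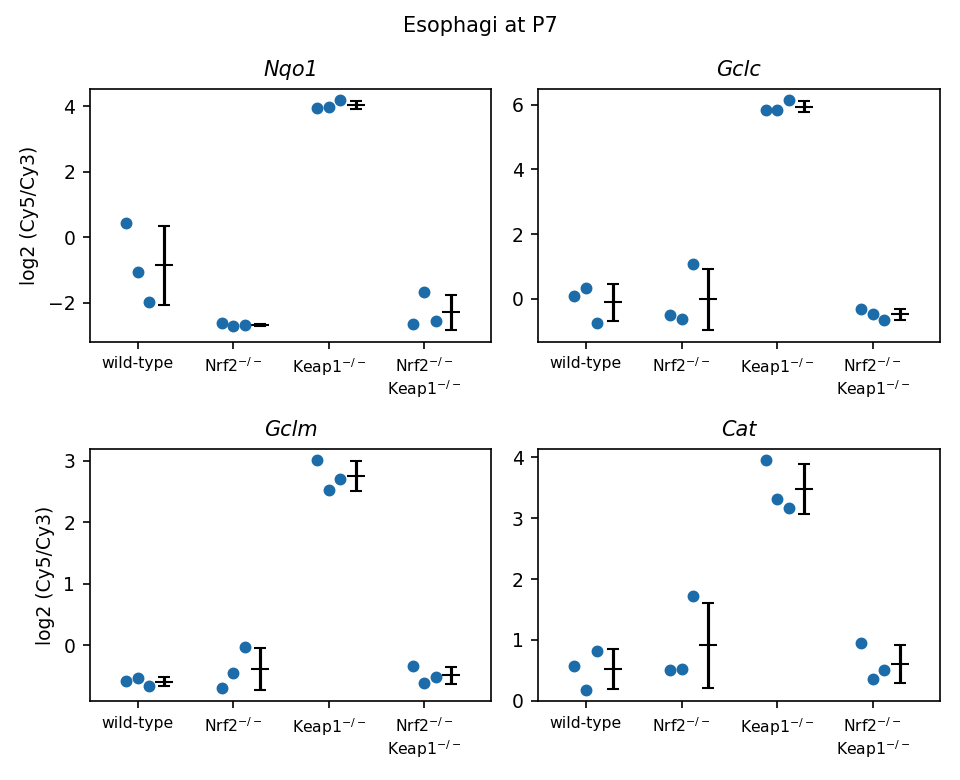
Log2 ratio to the reference of *Nqo1*, *Gclc*, *Gclm* and *Cat* in esophagi of 4 genotypes at P7. Points are arrays, bars are mean ± SD, n = 3 per genotype, with outlier-marked spots kept.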

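By Fisher's exact test, 2 of the 10 sets held more genes called in *Keap1-/-* esophagi than their share, the basal lamina set (13 of 26 tested genes, 1 higher and 12 lower, exact p = 0.0214, median log2 change −0.36) and the Nrf2/Keap1 pathway set. The keratinized layer (exact p = 0.0747), EDC (exact p = 0.209), *P63* target (exact p = 0.12), *Pax9* target (exact p = 0.26), *Sox2* target (exact p = 0.233), basal layer (exact p = 0.334), spinous layer (exact p = 0.256) and granular layer (exact p = 0.413) sets were above 0.05. The number of sets moved most when only changes of at least 2-fold were counted (7 sets). Camera called *P63* targets higher (adjusted p = 0.000697), as did fry (adjusted p = 0.0185).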

Among the 10 knowledge-based gene sets, Fisher's exact test identified six gene sets significantly different in *Keap1* ^−/−^ esophagi as compared to wild-type esophagi: keratinized layer genes, EDC genes, *P63* target genes, *Pax9* target genes, *Sox2* target genes and Nrf2/Keap1 pathway genes (Table 1). 

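Of 195 tested genes of the Nrf2/Keap1 pathway set, 70 were called in *Keap1-/-* esophagi, 38 higher and 32 lower (exact p = 0.0285). Adjusted over the 10 sets the value was 0.143, and 78 genes were called with p adjusted over the list alone. The exact p was lower without the filter on dim probes (2.56e-08), with as many genes of lowest p as the paper lists (4.46e-08) and with SAM (4.25e-06), and it was highest with median centring (0.184).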

As expected, the Nrf2/Keap1 pathway genes were highly significant (p = 1.8×10^−14^). The keratinized layer genes, EDC genes and *Pax9* target genes were known to be associated with keratinization of stratified squamous epithelium. These data were consistent with the phenotype of esophageal hyperkeratosis in *Keap1* ^−/−^ mice.

An interesting question is why *Keap1* ^−/−^ mice developed esophageal hyperkeratosis. Two-class GSA analysis was performed to identify gene sets associated with the *Keap1* ^−/−^ esophagi as compared with wild-type esophagi. Among the enriched gene sets (Excel S6), the Nrf2/Keap1 transcription factors were significantly up-regulated in *Keap1* ^−/−^ esophagi (*Nfe2, Nrf2, Srebp1*), as well as *Nrf2*-relevant metabolism GO gene sets (GO_666, GO_1221, GO_1333, GO_1374, GO_1408, GO_1418) and canonical pathway gene sets (CP_29, CP_67, CP_68, CP_71, CP_429, CP_530, CP_625, CP_626). In addition to these, Ppar pathway (CP_80 and CP_101) and PI3K/Akt pathway (CP_629 and CP_435) were also up-regulated in *Keap1* ^−/−^ esophagi, suggesting potential roles of these pathways in superactive *Nrf2*-induced esophageal hyperkeratosis in *Keap1* ^−/−^ mice. 

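The transcription factor and metabolism sets were not used here. Tested as a whole, the Nrf2/Keap1 pathway set was called higher in *Keap1-/-* esophagi by fry (adjusted p = 0.00282) and lay just above the threshold with camera (adjusted p = 0.0561). The median log2 change of its genes was −0.08 and the mean 0.16, so a minority of genes with large increases carried the result. The median changed sign with median centring (0.20), with the deposited ratios (0.03), with the Feature Extraction version as a block (0.07) and, chosen after seeing the data, with outlier-marked spots kept (0.04).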

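*Ppara* (log2 change 1.28, SE 0.31, adjusted p = 0.0109) and *Pparg* (1.64, SE 0.29, adjusted p = 0.00212) were called higher in *Keap1-/-* esophagi; *Ppara* was not called with the Feature Extraction version as a block (adjusted p = 0.122, from 0.000869 to 0.122 over the alternatives). For PI3K/Akt, *Akt2* was called higher (0.74, SE 0.16, adjusted p = 0.00564). The numbered pathway sets were not used here. The paper proposes that both pathways have a part in the hyperkeratosis of *Keap1-/-* mice.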

Real-time PCR showed that *Ppard* was up-regulated and *Pten* down-regulated in *Keap1* ^−/−^ esophagus, while keratinization-associated genes (*Calm4* and *Sbsn*) were up-regulated (Figure S6).

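*Ppard* went from a log2 ratio of 0.02 ± 0.09 (SD, n = 3) in wild-type to 0.61 ± 0.14 (n = 3) in *Keap1-/-* esophagi (log2 change 0.59, SE 0.11, adjusted p = 0.0036).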

Among three Ppar isoforms, Pparβ/δ activation is known to cause terminal differentiation of keratinocytes [25], and *Pparβ/δ* was up-regulated in *Keap1* ^−/−^ esophagi as compared with wild-type esophagi (Excel S6). Keratinocyte-specific deficiency of *Pten* caused Akt activation, and subsequently resulted in postnatal death due to esophageal hyperkeratosis [26]. Here we examined expression of Nrf2, Pparβ/δ and pAkt in the P7 esophageal epithelium of wild-type and *Keap1* ^−/−^ mice. Consistent with the expression pattern reported in the literature [27], *Nrf2* was found to translocate into the nuclei of esophageal epithelial cells in *Keap1* ^−/−^ mice (Figure 3E, F). Corresponding to Nrf2 activation, Pparβ/δ and pAkt were also overexpressed in the cytoplasm and nuclei (Figure 3H, I; K, L). These data suggested that hyperactive Nrf2 might promote esophageal hyperkeratosis in *Keap1* ^−/−^ mice through activation of the Pparβ/δ and PI3K/Akt pathway.

#### b. Maturation phase

Further analysis of adult wild-type and *Nrf2* ^−/−^ esophagi showed that 11 genes were up-regulated and 25 down-regulated (including Nrf2 and its target genes), in *Nrf2* ^−/−^ esophagi (Excel S7). Among these 25 genes, *Akr1b8, Nqo1, Gstm3, Nrf2, Gsta3, Gstm1* and *Gclc* are known as classical *Nrf2* target genes. 

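In adult epithelium, limma called 42 of 16087 tested genes in *Nrf2-/-* mice, 27 higher and 15 lower (64.3% higher), and 2714 genes passed an unadjusted p of 0.05. SAM called 72, 45 higher and 27 lower. Both the count and its balance depended on processing. Each spot's own local background, chosen after seeing the data, moved the count most, to 1647, and the shares of higher genes were 26.7% with the processed signals of Feature Extraction, 30.3% with the deposited ratios, 38.9% with scale normalization and 100% of 2 genes with median centring, which shifted the median of all genes by 0.42. The counts were 39 higher and 39 lower with outlier-marked spots kept. Leaving out an array gave from 0 genes (*Nrf2-/-* replicate 2) to 148 (*Nrf2-/-* replicate 1). The groups did not overlap for 21.3% of genes, where 10% would be apart by chance. *Rbm45* (log2 change 2.98, SE 0.22, adjusted p = 0.0065; 0.0665 without *Nrf2-/-* replicate 2), *Mal* (1.98, SE 0.26, adjusted p = 0.0374) and *Olah* (at least 3.76-fold, adjusted p = 0.0065, not well above background in wild-type) rose most. Besides *Gsta3*, *Pparg* (−1.90, SE 0.17, adjusted p = 0.0134) and *Txn1* (−1.44, SE 0.18, adjusted p = 0.031) fell most.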

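*Gsta3* (log2 change −2.20, SE 0.15, adjusted p = 0.0065) and *Gstm1* (−1.79, SE 0.14, adjusted p = 0.0134) were called lower in adult *Nrf2-/-* epithelium, and *Gclc* was just above the threshold (−2.36, SE 0.31, adjusted p = 0.0516). Without *Nrf2-/-* replicate 2, the adjusted p was 0.0665 for *Gsta3* and 0.0822 for *Gstm1*. *Akr1b8*, *Nqo1* and *Gstm3* were tested only with outlier-marked spots kept, and all were called lower (−2.75, SE 0.13, adjusted p = 0.000438; −3.41, SE 0.19, adjusted p = 0.000525; −1.91, SE 0.12, adjusted p = 0.00087). Kept spots also brought in *Gclc* (−2.27, SE 0.25, adjusted p = 0.0143, from 0.0143 to 0.193 over the alternatives) and *Nfe2l2* (−4.30, SE 0.23, adjusted p = 0.000525, from 0.000525 to 0.957), which on the probe left without them was unchanged (−0.05, SE 0.16). *Nfe2l2* rose on that probe with median centring (0.39) and scale normalization (0.15). The other probes of *Nfe2l2* fell (log2 changes −7.61 and −5.25). *Keap1* was not called (−0.90, SE 0.42, adjusted p = 0.34). Of 208 tested genes of the Nrf2/Keap1 pathway set, 5 were called, all lower (exact p = 0.000199, adjusted over the sets 0.00199), and 15 with p adjusted over the list alone. Neither camera (adjusted p = 0.142) nor fry (adjusted p = 0.299) called the set as a whole.

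**Figure D3:**
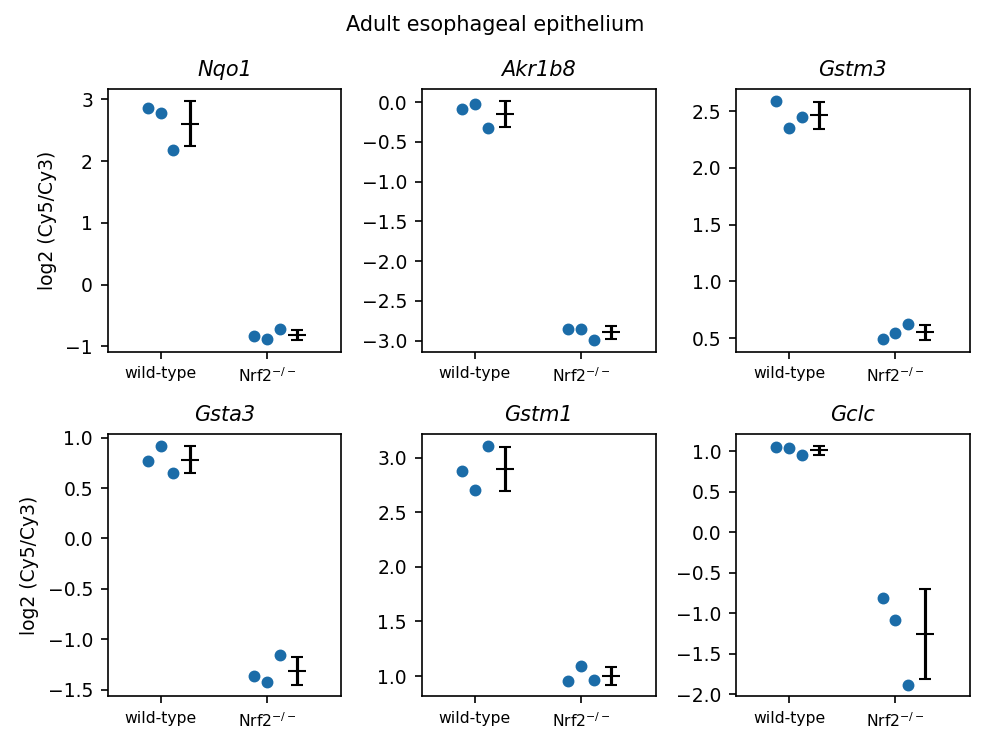
Log2 ratio to the reference of *Nqo1*, *Akr1b8*, *Gstm3*, *Gsta3*, *Gstm1* and *Gclc* in adult wild-type and *Nrf2-/-* epithelium. Points are arrays, bars are mean ± SD, n = 3 per genotype, with outlier-marked spots kept.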

Hierarchical clustering and PCA analysis clustered wild-type and Nrf2^−/−^ esophagi separately (Figure S5). 

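On 14919 genes, the first split of the tree parted the 3 wild-type from the 3 *Nrf2-/-* arrays. The wild-type arrays lay between −21 and −18.6 on the first principal component (47.3% of variance) and the *Nrf2-/-* arrays at −0.00779, 18.9 and 39.7. The layout limits this: 2 of the wild-type arrays belong to another scan and Feature Extraction version than the *Nrf2-/-* arrays.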

Based on three lines of evidence, we concluded that *Nrf2* was mainly involved in maturation phase from P7 to adulthood: (1) there was little difference in gene expression between wild-type and *Nrf2* ^−/−^ esophagus at P7; (2) Nrf2/Keap1 pathway genes were differentially expressed between P7 and adult esophagus of wild-type mice; (3) Nrf2/Keap1 pathway genes were differentially expressed between adult wild-type and *Nrf2* ^−/−^ mice. These genes are known to function in detoxification and anti-oxidative defense.

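The difference in the *Nrf2-/-* effect between P7 and adults was tested directly. In a fit of 12 arrays, wild-type and *Nrf2-/-* at P7 and in adults, limma called 2 of 16029 genes as differing in their *Nrf2-/-* effect between the ages, both higher in adults, and 1811 genes passed an unadjusted p of 0.05. Neither was a named target. The largest count came with each spot's own local background (1314 genes, chosen after seeing the data), and leaving out an array gave from 1 to 11. Other scalings turned the direction: the deposited ratios called 6 higher and 6 lower, the processed signals of Feature Extraction 2 and 2, and scale normalization 0 and 1, and median centring shifted the median of all genes by 0.30. Named targets fell more in adults than at P7, but were not called: *Gclc* (difference of log2 changes −1.91, SE 0.51, adjusted p = 0.24), *Gstm1* (−1.28, SE 0.23, adjusted p = 0.148) and *Gsta3* (−1.20, SE 0.34, adjusted p = 0.245). With outlier-marked spots kept, *Akr1b8* was called (−2.72, SE 0.27, adjusted p = 0.00352), and *Nqo1* (−1.59, SE 0.64, adjusted p = 0.385) and *Gstm3* (−1.51, SE 0.30, adjusted p = 0.143) were not.

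In the Nrf2/Keap1 pathway set, 0 of 196 genes were called by limma in this test, 6 with p adjusted over the list alone, and the set as a whole was called by neither camera (median −0.06, adjusted p = 0.145) nor fry (adjusted p = 0.262). The paper concludes from 3 lines of evidence, the small difference between wild-type and *Nrf2-/-* esophagi at P7, the change of pathway genes from P7 to adult and their change in adult *Nrf2-/-* esophagi, that *Nrf2* works mainly after P7. Whole esophagi at P7 stand against epithelium in adults in this comparison. In arrays simulated with the spread of these data and independent noise, limma recovered 70% of 200 genes changed at least 2-fold in this test. It called 149 genes there, against 2 in the real test, and an adjusted p is easier to pass where many genes change. The share therefore does not carry over to the named targets, whose lack of calls is no evidence of an equal effect at both ages.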

## Discussion

This study clearly demonstrated a complex mechanism involving many genes and pathways at each phase during the development of mouse esophageal epithelium. There was a baseline activity of the Nrf2/Keap1 pathway in the metaplasia phase, and a higher activity in the maturation phase. Hyperactive *Nrf2* in *Keap1* ^−/−^ mice resulted in esophageal hyperkeratosis, probably through activation of the Pparβ/δ and PI3K/Akt pathway.

Our data were consistent with previous studies on mouse esophageal development. *P63* and *Sox2* were expressed in the mouse esophagus prior to E11.5, suggesting their critical roles in esophageal specification [6]. *Pax9* was expressed in the mouse esophagus at E13.5 [28] and was essential for expression of multiple genes in the keratinized layer or EDC of mouse tongue [29]. The Wnt pathway promoted respiratory progenitor identity in the mouse foregut, and continuous activation of the Wnt pathway resulted in the reprogramming of esophagus and stomach to a lung endoderm progenitor fate [30], [31]. This explains why the Wnt pathway became inactive in the esophagus later in the metaplasia phase (Figure 2). The NFκB pathway, especially *IKKα*, played an important role in keratinocyte differentiation [32]. Hedgehog pathway participated in esophageal development by signaling from the endoderm to the mesoderm [33], [34]. Bmp pathway was inhibited between E10.5 and E14.5 to allow metaplasia to take place. After E14.5–E15.5, active Bmp signaling is required for further differentiation of esophageal epithelium [4].

Our main goal in this study was to determine the role of the Nrf2/Keap1 pathway in the development of esophageal epithelium. Using gene microarray analysis with wild-type mouse samples, we found that the Nrf2/Keap1 pathway was likely uninvolved in the specification phase (Excel S2). Starting from the metaplasia phase, there was a baseline activity of the Nrf2/Keap1 pathway. However, *Nrf2* ^−/−^ did not have a significant impact on gene expression and morphology of esophageal epithelium at P7 (Excel S6). 

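Leaving out an array gave from 1 to 5 called genes in *Nrf2-/-* esophagi at P7, and with outlier-marked spots kept the count was 3.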

We believe that the Nrf2/Keap1 pathway is mainly involved in the development of esophageal epithelium in the maturation phase (Excel S5). As compared with wild-type adult mice, *Nrf2* ^−/−^ reduced expression of multiple downstream genes whose major functions are detoxification and anti-oxidative defense (Excel S7).

It is unknown why hyperactive Nrf2 in Keap1^−/−^ mice caused hyperkeratosis of the esophageal epithelium at P7. Similar to the esophagus, the skin was also hyperkeratic in *Keap1* ^−/−^ mice [15], suggesting similar mechanisms of hyperkeratosis in the skin and the esophagus. Mechanistically, *Nrf2* is known to regulate *Krt16*/*Krt17* expression through MAP kinases [35]. In this study, GSA analysis identified two potential candidate pathways responsible for hyperkeratosis: Ppar signaling and PI3K/Akt pathway (Excel S6). Although *Pparγ* is a direct transcriptional target of *Nrf2* [36], *Pparβ/δ* is more likely to be the isoform involved among the three Ppar isoforms because Pparβ/δ agonists were known to cause terminal differentiation of keratinocytes *in vitro* [25], [37] and dermal hyperkeratosis *in vivo* [38]. While *Pparβ/δ* ^−/−^ inhibited epidermal keratinization, transgenic overexpression promoted epidermal hyperkeratosis [39], [40]. Several *Nrf2* target genes (*Aldh3a1*, *Gstm3*, *Gsto1*, *Gsta1*, *Aldh9a1*) were also known to be regulated by *Pparβ/δ* [41]. In this study, we confirmed overexpression of *Pparβ/δ* in *Keap1* ^−/−^ esophagus relative to wild-type esophagus at P7. 

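The rise of *Ppard* in *Keap1-/-* esophagi did not rest on a single array: leaving out an array gave log2 changes from 0.51 to 0.65, called in 6 of 6 runs. It was called under all 15 alternatives that computed or fitted the ratios otherwise, with changes from 0.37 to 1.71 and adjusted p from 0.00127 to 0.0145. SAM and the limit of a 2-fold change are not among the 15, and the change in the main analysis was under that limit. Slide, scan and the sex of the animals differed with genotype under every setting.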

Adult esophagus also expressed a higher level of *Pparβ/δ* than P7 esophagus, which is less keratinized (Figure 3 H, I, J). These data supported the hypothesis that *Keap1* ^−/−^ might produce esophageal hyperkeratosis through activation of *Pparβ/δ.*

Other than *Pparβ/δ*, the PI3K/Akt pathway may also contribute to hyperactive Nrf2-induced esophageal hyperkeratosis (Figure 3 K, L, M). Keratinocyte-specific deficiency of *Pten* caused Akt activation, and subsequently resulted in postnatal death due to esophageal hyperkeratosis [26]. Notch pathway is the third candidate. Recent studies demonstrated regulation of the Notch pathway by Nrf2 [42] and participation of the Notch pathway in terminal differentiation of esophageal epithelium [43]. Further studies are warranted to identify downstream effectors that contribute to esophageal hyperkeratosis.

Esophageal hyperkeratosis in humans may develop as a result of vitamin A deficiency, vitamin E excess, HPV-induced papillomatosis, Darier's disease, tylosis or caustic injury [44]. It is also commonly seen in rodent models of esophageal cancer or reflux esophagitis. We suspect that the Nrf2/Keap1 pathway is involved in some of these cases. For example, retinoic acid is known to inhibit Nrf2 [45]. Vitamin A deficiency may cause Nrf2 hyperactivity and esophageal hyperkeratosis. In addition to a mechanistic understanding of human esophageal disease, manipulation of the Nrf2/Keap1 pathway may provide a novel way of enhancing the protective barrier of the esophageal epithelium. The keratinized layer is the major protective layer against physical stress and chemical injuries [46]. Terminally differentiated keratinocytes express proteins which can provide protection by quenching reactive oxygen species [47]. In fact, sulforaphane, a chemical activator of Nrf2, restores skin integrity in an epidermolysis bullosa simplex model (created by *Krt5* or *Krt14* mutation) by activating *Krt17* expression [48]. Similarly, Pparβ/δ activation can also enhance the epidermal permeability barrier [25], [38].

This study has many potential implications for future studies. Several developmental pathways involved in esophageal development were found to be active at an early time point and then became inactive later on (Table 2). However, these pathways are known to be involved in esophageal diseases such as Barrett's esophagus and esophageal cancer, suggesting that tight spatiotemporal regulation of these pathways is critical for both development and disease [49], [50], [51], [52], [53], [54]. Further understanding of these pathways during development will shed light on molecular mechanisms of esophageal diseases.

**Table 2:** Pathway changes in the three phases of mouse esophageal development.

Signaling pathway	Developmental phase		
	Specification	Metaplasia	Maturation
Wnt	↑	↑↓	
Hedgehog	↑	↓	
TGFβ	↑	↓	
BMP^a^		↓↑	
NFκB		↑↓	
Notch^b^			↑
Nrf2/Keap1			↑

Note: ↑ and ↑ indicate up- or down-regulation, respectively.

a Reference [4].

b Reference [43].

## Supporting Information

Figure S1 Hierarchical clustering analysis and PCA analysis of gene expression array data of wild-type mouse definitive endoderm (E8.25) and esophagi (E11.5): (A) clustering analysis; (B) PCA analysis.
(TIF) Click here for additional data file.

Figure S2 Hierarchical clustering analysis and PCA analysis of gene expression array data of wild-type mouse esophagi (E11.5, E15.5, P0, P7): (A) clustering analysis; (B) PCA analysis.
(TIF) Click here for additional data file.

Figure S3 Real-time PCR analysis of mRNA expression in wild-type mouse esophagi: relative mRNA levels of *Pax9* and its target genes (*Sbsn*, *Calm4*) in mouse esophageal epithelium of E15.5, P0, P7 and adult mice.
(TIF) Click here for additional data file.

Figure S4 Hierarchical clustering analysis and PCA analysis of gene expression array data of P7 mouse esophagi (wild-type, *Nrf2* ^−/−^, *Keap1* ^−/−^, *Nrf2* ^−/−^ *Keap1* ^−/−^): (A) clustering analysis; (B) PCA analysis.
(TIF) Click here for additional data file.

Figure S5 Hierarchical clustering analysis and PCA analysis of gene expression array data of mouse esophagi (wild-type adult, *Nrf2* ^−/−^ adult): (A) clustering analysis; (B) PCA analysis.
(TIF) Click here for additional data file.

Figure S6 Real-time PCR analysis of mRNA expression in wild-type and *Keap1* ^−/−^ mouse esophagi: relative mRNA levels of *Pax9*, *Sbsn*, *Calm4*, *Ppard*, *Pten* and *Akt2* in the whole esophagi of wild type and *Keap1* ^−/−^ mice at P7.
(TIF) Click here for additional data file.

Excel S1 Knowledge-based gene sets and references.

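The 10 sets of the copy held were used as listed. Between 11 genes (spinous layer) and 280 genes (Nrf2/Keap1 pathway) were listed per set, and 279 of the 280 had a probe on the array.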

(XLS) Click here for additional data file.

Excel S2 Differential gene expression in the specification phase during wild-type mouse esophageal development: (1) Raw gene expression array data after data pre-processing (E8.25 endoderm and E11.5 esophagus); (2) SAM analysis of differentially expressed genes (E8.25 endoderm vs E11.5 esophagus); (3) GSA analysis of differentially expressed gene sets (E8.25 endoderm vs E11.5 esophagus); (4) Fisher's exact test of knowledge-based gene sets (E8.25 endoderm vs E11.5 esophagus).
(XLSX) Click here for additional data file.

Excel S3 Differential gene expression in the metaplasia phase during wild-type mouse esophageal development: (1) Raw gene expression array data after data pre-processing (E11.5, E15.5, P0 and P7); (2) SAM analysis of differentially expressed genes (E11.5 vs E15.5 vs P0 vs P7); (3) GSA analysis of differentially expressed gene sets (E11.5 vs E15.5 vs P0 vs P7).
(XLSX) Click here for additional data file.

Excel S4 Dynamic expression of eighteen gene expression patterns and nine knowledge-based gene sets in the metaplasia phase.

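Array by array, the medians of the patterns also showed the out-of-place arrays. In Pattern 16, medians relative to each gene's own median were −0.79, −0.63 and 0.92 on the arrays labelled E11.5 and −0.65, 0.98 and 1.00 on those labelled E15.5, and in Pattern 17 they were 0.49, 0.40 and −0.62 against 0.89, −0.66 and −0.52.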

(XLSX) Click here for additional data file.

Excel S5 Differential gene expression in the maturation phase during the development of wild-type mouse esophageal epithelium: (1) Raw gene expression array data after data pre-processing (P7 and adult esophagus); (2) SAM analysis of differentially expressed genes (P7 vs adult esophagus); (3) GSA analysis of differentially expressed gene sets (P7 vs adult esophagus); (4) Fisher's exact test of knowledge-based gene sets (P7 vs adult esophagus).
(XLSX) Click here for additional data file.

Excel S6 Differential gene expression at P7 between wild-type mice, *Nrf2* ^−/−^ mice, *Keap1* ^−/−^ mice, and *Nrf2* ^−/−^ *Keap1* ^−/−^ mice: (1) Raw gene expression array data after data pre-processing (wild-type P7, *Nrf2* ^−/−^ P7, *Keap1* ^−/−^ P7, *Nrf2* ^−/−^ *Keap1* ^−/−^ P7); (2) SAM analysis of differentially expressed genes (wild-type P7 vs *Nrf2* ^−/−^ P7 vs *Keap1* ^−/−^ P7 vs *Nrf2* ^−/−^ *Keap1* ^−/−^ P7); (3) GSA analysis of differentially expressed gene sets (wild-type P7 vs *Keap1* ^−/−^ P7).

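The lists of *Keap1-/-* genes and of the multi-class test were incomplete in the copy held, by 1 gene each against the text, so no overlap with them was tested.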

(XLSX) Click here for additional data file.

Excel S7 Differential gene expression between esophageal epithelium of adult wild-type and *Nrf2* ^−/−^ mice: (1) Raw gene expression array data after data pre-processing (wild-type adult, *Nrf2* ^−/−^ adult); (2) SAM analysis of differentially expressed genes (wild-type adult vs *Nrf2* ^−/−^ adult).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

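Expression was measured on 27 Agilent arrays in 2 colours, 3 in each of 9 groups. Wild-type esophagi were taken from embryos at E11.5 and E15.5 and from pups at P0 and P7, *Nrf2-/-*, *Keap1-/-* and *Nrf2-/-Keap1-/-* esophagi at P7, and wild-type and *Nrf2-/-* epithelium at 8 weeks. RNA of the sample was labelled with Cy5 and Universal Mouse Reference RNA with Cy3. As deposited by the authors, the scanner files hold the mean intensity of each spot and the median intensity of its local background in both colours, before subtraction, together with intensities that Agilent Feature Extraction had background-subtracted, detrended and normalized between the dyes. The ratios deposited by the authors beside them are log10 ratios of Cy5 to Cy3 and equalled the log ratios of Feature Extraction. The file headers name an Agilent scanner. The file headers also give 11 slides, 4 scans and 2 versions of Feature Extraction, and group, slide and scan overlap in part.

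Mean intensities were corrected by normexp with an offset of 50 and normalized by loess within each array. Control spots and spots marked as outliers were left out. Spots with a local background over 5 times the median of their array took that median and were left out too, a rule chosen after seeing the data. Spots of a probe and then probes of a gene were averaged on the log2 scale, with missing values filled from additive effects of probe and array. Of 41174 probes, 26918 (65.4%) were matched to a current gene by their RefSeq accession, 817 were renamed, and 9421 (22.9%) had names that differed between annotation versions; 340 had no name and were left out. Across arrays, a median of 64.7% of Cy5 spots was well above background, and a decrease of the other spots cannot be measured.

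Tests used R 4.3.3, limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. The metaplasia fit held 12 arrays in 4 groups, the P7 genotype fit 12, the fit of both ages 12, and the fits of P7 against adult and of adult genotypes 6 each. A p-value marked as adjusted is from limma's moderated t-test or F-test, with Benjamini-Hochberg adjustment over all tested genes unless a list is named. Gene sets were tested with Fisher's exact test against all tested genes, with camera at a preset correlation of 0.01, and with fry after missing values were filled with the group mean; both are from limma, and their p-values are given adjusted over the 10 sets (Benjamini-Hochberg). The design named both tests without an adjustment, which was chosen after seeing the results; of the results printed here, unadjusted camera would also call the Nrf2/Keap1 pathway set in *Keap1-/-* esophagi and in adult *Nrf2-/-* epithelium, and *Pax9* targets in *Nrf2-/-* esophagi at P7, and fry the basal lamina set from E11.5 to P7. SAM was written anew with 20 permutations for comparisons of 3 with 3 arrays and 100 for several groups. Simulated data had independent noise and 200 genes changed at least 2-fold. Of these genes, limma recovered 79% in the metaplasia phase and 94% in adults, and SAM 53.5% and 79%. At P7, SAM recovered 45%. These shares belong to that number of changed genes and do not measure power where few genes were called.

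Comparisons, tests, alternatives and the genes to be named were chosen before the data were examined. At each claim, all genes the paper names were read as a tally and a range, gene families by the start of their symbol, with full statistics for at most 8 in the paper's order. For each comparison the 3 largest increases and the 3 largest decreases among called genes with separate groups were named, *Nfe2l2* and *Keap1* for every genotype, the genes measured by PCR, and some genes of each pathway. The alternatives were the processed signals of Feature Extraction, the deposited ratios, no background correction, median centring in place of loess, scale normalization between arrays, no filter on dim probes, a filter on both channels on 60% of arrays, the brightest probe of a gene, all 27 arrays or only the groups compared in the fit, the replicate number as a block, slide, scan or software version as a block, at least a 2-fold change, SAM, as many genes as the paper lists, and each array left out in turn. Another 2 were added after seeing the data: outlier-marked spots kept, and each spot's own local background. In addition, 16 lists of marker genes for tissues, sex and proliferation were read with outlier-marked spots kept.

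Numbered pathway and transcription factor sets, the specification phase, and lists that were incomplete in the copy held were not used here. No raw images, histology or PCR data were held.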

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

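The tests of *Olah*, *Tmem252* and *Xist* in this part were chosen only after the result was seen; the test of the adipose list was not.

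*Olah* and *Tmem252* are given because the effect of *Nrf2-/-* differed between the ages in the test of that difference, by 1.98 for *Olah* (log2, SE 0.18, adjusted p = 0.0036) and 1.70 for *Tmem252* (SE 0.20, adjusted p = 0.0287). Both were higher in all 3 adult *Nrf2-/-* arrays than in all 3 adult wild-type arrays. Mean log2 ratios of *Olah* were 0.03 in wild-type and 0.01 in *Nrf2-/-* esophagi at P7, 0.36 in wild-type adults, where it was well above background on 0 of 3 arrays, and 2.32 in *Nrf2-/-* adults. It was well above background on 0 of 3 arrays in both groups at P7 as well, so the fitted 1.98 is no measure of size. Those of *Tmem252* were 0.67, 0.56, 0.90 and 2.49. *Olah* stayed past the threshold in 12 of 12 runs that left out an array, and *Tmem252* in 4 of 12 (adjusted p up to 0.161). *Tmem252* fell to 0.42 with the processed signals of Feature Extraction and with the deposited ratios, and *Olah* rose to 4.39 with the former. With scale normalization neither passed (adjusted p = 0.0576 for *Olah*, which ranged from 0.000111 to 0.0576 over the alternatives, and 0.0740 for *Tmem252*, from 0.00142 to 0.680). A difference between scans cannot be told apart: the change of *Olah* with scan as a block was 1.92 (adjusted p = 0.0192), but only 1 wild-type adult array shares a scan with *Nrf2-/-* arrays. The comparison of whole esophagus at P7 with epithelium in adults stays open: *Olah* changed by −0.02 at P7, but it was not well above background on any P7 array, so a change there cannot be seen and tissue cannot be told apart from age. Age itself and the sex of the animals, which by *Xist* differed between wild-type P7 and adult arrays, stay open and were not tested apart from tissue. In 100 splits of the 12 arrays, 6 gave as many called genes as the real one, so chance cannot be excluded for the count of genes in this test.

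*Xist* lies outside the genes the paper discusses. It was lower in *Keap1-/-* than in wild-type esophagi at P7 (adjusted p = 0.0165; lower in 3 of 3 arrays). It was not well above background on any *Keap1-/-* array, so the fitted log2 change of −4.08 (−4.07 with outlier-marked spots kept) is no measure of size, and the fall was at least 15.5-fold. A candidate explanation is a different sex of the animals. The median of 4 genes of the Y chromosome rose by 2.05, and *Eif2s3y*, not well above background in wild-type, was called higher (adjusted p = 0.0367). *Xist* lay between 1.01 and 1.46 on the wild-type arrays and between −2.88 and −2.64 on the *Keap1-/-* arrays, and *Ddx3y* between −2.11 and −1.43 and between 0.54 and 0.79. Neither the labels nor the paper give the sex of the animals, and an effect of genotype on *Xist* in animals of a single sex was not tested.

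The adipose list holds genes the paper does not discuss. It was higher in *Nrf2-/-Keap1-/-* than in wild-type esophagi at P7, by a median of 3.05 (log2), with 9 of 9 genes on the array higher (0.04 to 5.33) and no overlap between the array medians (4.01 to 5.55 against 0.08 to 0.96). No gene of the list belongs to another marker list, and 2 were called in the comparison, so the list is not free of the genes it is meant to explain. In wild-type esophagi 6 of the 9 were well above background, *Fabp4* with a log2 ratio of 4.68. The highest log2 ratios in *Nrf2-/-Keap1-/-* esophagi were those of *Cfd* (0.72 in wild-type, 6.05), *Fabp4* (5.37), *Cidec* (1.94, then 4.99), *Adipoq* (1.00, then 4.84), *Plin1* (1.00, then 4.78) and *Ucp1* (0.04, then 4.35). Fat attached to the dissected esophagus is a candidate explanation, and the values it needs are there. *Nrf2-/-* esophagi were higher too (array medians from 1.67 to 2.58), as were *Keap1-/-* esophagi, whose range (0.79 to 1.78) overlaps wild-type. A change of fat within the esophagus of the mutants stays open, since dissection and genotype were not varied apart.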

How the results depend on the processing

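The tests of 2 alternatives, outlier-marked spots kept and each spot's own local background, were chosen only after the result was seen. The cause was not tested for any result that moved, other than that a fold limit only removes genes by construction. Runs that left an array out leave 2 in its group, and none leaves a group with 1.

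Counts stayed within 1.5 times under 24 of 27 settings for all time points of the metaplasia phase, 16 of 22 from E15.5 to P0, 12 of 22 from P0 to P7, 17 of 22 from E11.5 to P7, 18 of 22 from P7 to adult, 23 of 28 for all genotypes at P7 and 19 of 23 for *Keap1-/-*. They did so under 13 of 22 settings for *Nrf2-/-* at P7, 5 of 22 for *Nrf2-/-Keap1-/-*, 7 of 23 for adult *Nrf2-/-* and 5 of 28 for the difference between the ages. The number of groups with a cluster of their own, 5 over the time points and genotypes, was 6 on called genes alone, 5 with outlier-marked spots kept and 4 with each spot's own local background, where P0 lost its cluster. Kept were the 18 pattern directions under 17 of 17 settings, which did not include median centring, scale normalization, the processed signals or the deposited ratios. The number of called named genes stayed within 1.5 times under 42 of 43, with a range from 60 to 71 over runs that left out an array and 26 with SAM.

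With at least a 2-fold change, counts were 1993 (metaplasia phase), 1044 (E15.5 to P0), 224 (P0 to P7), 1636 (E11.5 to P7), 2557 (P7 to adult), 1542 (all genotypes), 1181 (*Keap1-/-*) and 28 (*Nrf2-/-Keap1-/-*). With SAM they were 696, 407, 179, 458, 648, 759, 877 and 18 in the same order, and 72 for adult *Nrf2-/-*.

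Values and background moved the following. With each spot's own local background, counts were 1918 (metaplasia phase), 509 (E15.5 to P0), 170 (P0 to P7), 2403 (E11.5 to P7), 2484 (P7 to adult), 1647 (adult *Nrf2-/-*) and 1314 (difference between the ages). With outlier-marked spots kept, they were 78 for adult *Nrf2-/-* and 16 for the difference. The processed signals of Feature Extraction gave 5 for *Nrf2-/-* at P7, 2 for *Nrf2-/-Keap1-/-*, 15 for adult *Nrf2-/-* and 4 for the difference, and the deposited ratios 4 for *Nrf2-/-Keap1-/-* and 12 for the difference. No background correction gave 34 for *Nrf2-/-Keap1-/-*. Median centring gave 2634 (P7 to adult), 2 (adult *Nrf2-/-*) and 18 (difference), and scale normalization 36 (*Nrf2-/-Keap1-/-*), 18 (adult *Nrf2-/-*) and 1 (difference).

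Among filters and fits, the filter on both channels gave 257 (P0 to P7), 21 (*Nrf2-/-Keap1-/-*) and 1 (difference), and the brightest probe 134 (*Nrf2-/-Keap1-/-*) and 6 (difference). All 27 arrays in one fit gave 1 (E11.5 to E15.5), 725 (P0 to P7), 1 (*Nrf2-/-* at P7), 158 (*Nrf2-/-Keap1-/-*), 482 (adult *Nrf2-/-*) and 49 (difference). Only the groups compared gave 864 (P0 to P7), 2787 (E11.5 to P7), 1 (*Nrf2-/-* at P7) and 1 (*Nrf2-/-Keap1-/-*). Slide as a random block gave 163 (*Nrf2-/-Keap1-/-*), 7 (adult *Nrf2-/-*) and 1 (difference). The Feature Extraction version as a block gave 777 (all genotypes), 1005 (*Keap1-/-*), 17 (adult *Nrf2-/-*) and 14 (difference), and the scan as a block 15 (adult *Nrf2-/-*) and 10 (difference).

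The replicate block gave 1 gene for *Nrf2-/-* at P7, 0 for adult *Nrf2-/-*, 1 for the difference between the ages and 6 sets from P7 to adult; the other counts stayed within 1.5 times. Replicate numbers share only a number: in 3 of 14 pairs of groups did all 3 correlations of residuals pass 0.1, and single ones ran from −0.45 to 0.58, so a call lost under the block says nothing about the size of an effect.

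For the literature sets by Fisher's exact test, the number in the metaplasia phase fell to 3 with the processed signals of Feature Extraction and with median centring. It stayed within 1.5 times the main number under 25 of 28 settings. For *Keap1-/-* it was 1 with median centring, the filter on both channels or the brightest probe, 4 with scale normalization or no filter on dim probes, 5 with all 27 arrays or as many genes as the paper lists and 7 with at least a 2-fold change. From P7 to adult it was 5 with no background correction, SAM or outlier-marked spots kept, 6 with median centring, the brightest probe, the Feature Extraction version as a block or as many genes as the paper lists, 7 with at least a 2-fold change and 8 with no filter on dim probes. There it stayed within 1.5 times the main number under 7 of 23 settings.

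The median change of the Nrf2/Keap1 pathway set lay near 0 and turned with scaling. From E11.5 to P7 (0.05) it reversed to −0.02 with the processed signals of Feature Extraction and to −0.06 with median centring. In *Keap1-/-* esophagi (−0.08) it was −0.05 with the processed signals or with all 27 arrays, and reversed to 0.03 with the deposited ratios, 0.20 with median centring, 0.04 with outlier-marked spots kept and 0.07 with the Feature Extraction version as a block. From P7 to adult (−0.01) it reversed to 0.08 with the processed signals, 0.11 with the deposited ratios, 0.09 with median centring, 0.03 with scale normalization, 0.01 with the filter on both channels, and 0.02 both with each spot's own local background and with the Feature Extraction version as a block.

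Leaving out an array gave counts from 3112 to 4992 (metaplasia phase), 0 to 8 (E11.5 to E15.5), 1454 to 2323 (E15.5 to P0), 179 to 416 (P0 to P7), 2564 to 4494 (E11.5 to P7), 4253 to 5948 (P7 to adult), 2570 to 4758 (all genotypes), 1 to 5 (*Nrf2-/-* at P7), 2990 to 4789 (*Keap1-/-*), 2 to 210 (*Nrf2-/-Keap1-/-*), 0 to 148 (adult *Nrf2-/-*) and 1 to 11 (difference between the ages). Set numbers ran from 4 to 8 (metaplasia phase), 2 to 3 (*Keap1-/-*) and 5 to 6 (P7 to adult). Medians of the Nrf2/Keap1 set ran from −0.01 to 0.11 (E11.5 to P7), −0.10 to −0.04 (*Keap1-/-*) and −0.04 to 0.02 (P7 to adult).

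Of 3335 values of named genes under other settings, over 180 pairs of gene and comparison, 2975 kept their direction and side of the threshold, 265 lost the call, 73 gained it and 22 reversed. The reversed ones were *Keap1* in *Keap1-/-* esophagi with median centring (0.10); *Nfe2l2* in adult *Nrf2-/-* epithelium with median centring (0.39) and scale normalization (0.15), and in the difference between the ages with outlier-marked spots kept (−0.67) and own local background (−0.28); *Rbm45* in that difference with the processed signals and the deposited ratios (−0.01 for both), scale normalization (−0.44) and own local background (−0.63); *Sbsn* from P0 to P7 with own local background (0.20); *Calm4* in *Keap1-/-* esophagi with the deposited ratios (−0.30); *Ctnnb1* from E11.5 to P7 with the deposited ratios (−0.41), median centring (−0.30) and outlier-marked spots kept (−0.36); and *Shh* there with the processed signals (0.41) and the deposited ratios (0.42). From E11.5 to E15.5, slide as a block reversed *Tgfb2* (1.36), *Smad7* (1.09) and *Ppara* (−0.08), and median centring *Ppard* (−0.02). The slide block rests there on the out-of-place array labelled E15.5 replicate 1 alone. The brightest probe reversed *Nfkb1* from P0 to P7 (−0.29), and own local background *Notch1* from P7 to adult (−0.21). Calls under all settings were kept by 28 of 49 called pairs from E11.5 to P7, 8 of 12 from E15.5 to P0, 3 of 8 from P0 to P7, 11 of 15 from P7 to adult, 14 of 17 in *Keap1-/-*, 1 of 2 in *Nrf2-/-* at P7, 1 of 7 in *Nrf2-/-Keap1-/-*, 3 of 10 in adult *Nrf2-/-* and 1 of 3 for the difference between the ages.

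Signal over background limits all of these: between 58.9% and 69.3% of Cy5 spots of an array were well above background, so genes of low expression were not tested, and for genes that dropped out in a group only a bound can be given. Signal at the bright end was limited by the marks on outliers.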

Differences from the paper's values

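The tests with outlier-marked spots kept and with each spot's own local background were chosen only after the result was seen; every other alternative named here was set before the data were examined, and the counts of other alternatives hold only those.

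In the metaplasia phase, 4174 genes were called, against the paper's 2076. Without P0 replicate 3 (3112) and with at least a 2-fold change (1993) the count came within 1.5 times the paper's, and under the other 23 alternatives, which ran from 696 to 5805, it did not; with each spot's own local background, chosen after seeing the values, it did (1918). For the number of Nrf2 target genes called in that phase the values were 57 here and the paper's 37. The processed signals of Feature Extraction (55), median centring (49), slide as a random block (51), and leaving out E11.5 replicate 1, E15.5 replicate 2 or 3, or any of the P0 or P7 arrays (45 to 54) came within 1.5 times, and the other 12 alternatives (7 to 94) did not; each spot's own local background, chosen after seeing the values, did (31).

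From P7 to adult, 2723 genes were called higher, against the paper's 1248, and 3141 lower, against the paper's 587. For higher genes, median centring (1162), leaving out P7 replicate 1 (1861) or 3 (1871) and at least a 2-fold change (1003) came within 1.5 times, and the other 16 (244 to 4115) did not. For lower genes only SAM did (404), and the other 19 reached 3629.

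Among the genotypes at P7, 4648 genes were called, against the paper's 526; SAM (759) and the Feature Extraction version as a block with all 27 arrays (777) came within 1.5 times, and the other 24 (up to 6067) did not. In *Nrf2-/-* esophagi 1 gene was lower, against the paper's 3. The processed signals, the deposited ratios and leaving out *Nrf2-/-* replicate 2 gave 2, as did outlier-marked spots kept, chosen after seeing the values, and the other 17 (from 0) did not come within 1.5 times. In *Nrf2-/-Keap1-/-* esophagi 47 genes were higher, against the paper's 19, and 20 lower, against the paper's 10. No background correction (24 higher, 10 lower, the latter the paper's number), scale normalization (23, 13) and the filter on both channels (13, 8) came within 1.5 times in both directions, SAM (18) and at least a 2-fold change (23) for higher genes and the replicate block (15) for lower genes; the other 15 for higher (1 to 158) and 16 for lower genes (0 to 53) did not. In *Keap1-/-* esophagi 2003 genes were higher, against the paper's 309, and 2597 lower, against the paper's 346. SAM came within 1.5 times in both (413 and 464), and the Feature Extraction version as a block with all 27 arrays for lower genes (361). The other 20 for higher (up to 4892) and 19 for lower genes (up to 3579) did not. The paper's own list, as held, has 346 genes with a fold change above 1, *Gclc* among them, the number its text gives for lower genes. Read that way, 2003 stands against the paper's 346 and 2597 against its 309, with SAM within 1.5 times for higher genes (413) and the Feature Extraction version as a block for lower genes (361).

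In adult *Nrf2-/-* epithelium, 27 genes were higher, against the paper's 11, and 15 lower, against the paper's 25. The deposited ratios came within 1.5 times in both (10 and 23), and for lower genes so did SAM (27) and leaving out wild-type replicate 3 (18) or *Nrf2-/-* replicate 1 (29). The other 20 for higher (0 to 324) and 17 for lower genes (0 to 158) did not.

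Fisher's exact test of the Nrf2/Keap1 pathway set gave an exact p of 0.0519 in the metaplasia phase, against the paper's 0.019422. No background correction (0.0262), all 27 arrays in a fit (0.0212), leaving out E11.5 replicate 2 (0.0257), E11.5 replicate 3 (0.0233) or E15.5 replicate 2 (0.0229) and at least a 2-fold change (0.0138) came within 1.5 times, and the other 20 (2.13e-06 to 0.67) did not; outlier-marked spots kept (0.0158) and each spot's own local background (0.0231), both chosen after seeing the values, did. In *Keap1-/-* esophagi it gave 0.0285, against the paper's 1.8e-14, and none of 22 alternatives came within 1.5 times (2.56e-08 to 0.184).

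The number of literature sets was 5 in the metaplasia phase, against the paper's 9. No background correction, scale normalization, no filter on dim probes, as many genes as the paper lists, and leaving out E11.5 replicate 1 or 2 or P7 replicate 3 gave 6, at least a 2-fold change 7 and leaving out E11.5 replicate 3 gave 8, all within 1.5 times, as was, chosen after seeing the values, outlier-marked spots kept (7), and the other 17 (from 3) were not. In *Keap1-/-* esophagi it was 2, against the paper's 6; scale normalization and no filter on dim probes (4), all 27 arrays and as many genes as the paper lists (5) and at least a 2-fold change (7) came within 1.5 times, and the other 17 (from 1) did not. From P7 to adult it was 3, against the paper's 6. The 6 omissions of an array (5 or 6), median centring, the brightest probe, the replicate block, the Feature Extraction version as a block and as many genes as the paper lists (6), no background correction and SAM (5), all 27 arrays (4), at least a 2-fold change (7) and no filter on dim probes (8) came within 1.5 times, as did, chosen after seeing the values, outlier-marked spots kept (5), and the other 5 (from 2) did not.

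By the headings of the paper's Table 1, the values that its text gives for the metaplasia phase and for *Keap1-/-* esophagi change places. Read by the table, the paper's 0.019422 and 37 genes belong to *Keap1-/-* esophagi, against 0.0285 (within 1.5 times) and 70 genes here, and the paper's 1.8e-14 to the metaplasia phase, against 0.0519 here. The paper's number of sets is then 6 in the metaplasia phase, against 5 here, and 9 in *Keap1-/-* esophagi, among them the basal lamina set, against 2 here. All other comparisons here follow the paper's text.

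The sets also differed by name. In the metaplasia phase the paper calls 4 sets that were not called here. The Nrf2/Keap1 pathway set was called with no background correction, scale normalization, no filter on dim probes, the brightest probe, all 27 arrays, the replicate block, slide as a random block, at least a 2-fold change, as many genes as the paper lists, and in runs without E11.5 replicate 1, 2 or 3, E15.5 replicate 2 or 3, P0 replicate 2 or 3 or P7 replicate 3, and, chosen after seeing the values, with outlier-marked spots kept or each spot's own local background. *Sox2* targets were called without E11.5 replicate 1 or 2, with at least a 2-fold change and with as many genes as the paper lists. Basal lamina genes were called without E11.5 replicate 3 and, chosen after seeing the values, with outlier-marked spots kept, and basal layer genes without E11.5 replicate 3. In *Keap1-/-* esophagi, the paper calls 5 sets that were not called here: keratinized layer (called with no filter on dim probes, all 27 arrays, SAM and as many genes as the paper lists), EDC (all 27 arrays, at least a 2-fold change), *P63* targets (no filter on dim probes, all 27 arrays, at least a 2-fold change, without wild-type replicate 2 or *Keap1-/-* replicate 1), *Pax9* targets (only the groups compared, the Feature Extraction version as a block, at least a 2-fold change, SAM, as many genes as the paper lists, without wild-type replicate 3) and *Sox2* targets (scale normalization, at least a 2-fold change, as many genes as the paper lists). From P7 to adult, the granular layer set was called with no background correction, median centring, no filter on dim probes, the brightest probe, all 27 arrays, the replicate block, the Feature Extraction version as a block, at least a 2-fold change, SAM, as many genes as the paper lists and in all omissions but that of P7 replicate 2, the basal layer set with no filter on dim probes and without P7 replicate 2, and the spinous layer set under no setting. The paper counts basal lamina genes as enriched in adult epithelium, and 24 of 30 were lower there.

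The paper reports that the samples of each time point cluster together. Those of P0 and P7 did, and those labelled E11.5 and E15.5 did not, nor did they on called genes alone or, chosen after seeing the values, with outlier-marked spots kept or each spot's own local background, where P0 did not either.

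The paper lists genes among those that differ in the metaplasia phase, and 30 of 51 were called here by the F-test, 14 were tested and not called, and the others were not tested. Called with outlier-marked spots kept, chosen after seeing the values, and with the deposited ratios were *Evpl*, *Mybpc2*, *Mybph*, *Myh10*, *Dlx2* and *Myo18b* (adjusted p = 0.185 otherwise). *Krt10* (0.0789) was called with all 27 arrays and without P7 replicate 3, *Krt17* (0.138) with outlier-marked spots kept, chosen after seeing the values, and without E11.5 replicate 3, and *Krt79* (0.133) and *Bdnf* (0.263) with all 27 arrays and without E11.5 replicate 3. *Myh1* (0.06) was called with no background correction, the processed signals, the deposited ratios, all 27 arrays, the replicate block, without P7 replicate 2 and, chosen after seeing the values, with outlier-marked spots kept. *Myom1* (0.0566) was called with scale normalization, all 27 arrays, without E11.5 replicate 3 or E15.5 replicate 1 or 2 and, chosen after seeing the values, with outlier-marked spots kept. *Tgm2* (0.075) was called with all 27 arrays, the replicate block and without E11.5 replicate 3 or E15.5 replicate 1 or 3, *Edn2* (0.261) without E11.5 replicate 3, and *Dmd* (0.0878) with the processed signals, the deposited ratios, all 27 arrays and without E11.5 replicate 3. *Tchh* (0.133) and *Trp73* (0.17) were called with the brightest probe, all 27 arrays and without E11.5 replicate 3, *Tchh* also without E15.5 replicate 1. *Tgfb2* (0.59) and *Col3a1* (0.321), and *Agt* and *Nrtn*, which were not tested, were called under no setting.

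The paper lists *Nfe2l2* as lower in *Nrf2-/-* and *Nrf2-/-Keap1-/-* esophagi and in adult *Nrf2-/-* epithelium, and higher in adults than at P7. It was called in these 4 comparisons only with the deposited ratios and, chosen after seeing the values, with outlier-marked spots kept. The same settings called *Akr1b8*, *Hmox1*, *Nqo1* and *Ptgr1* from P7 to adult, and *Akr1b8*, *Nqo1* and *Gstm3* in adult *Nrf2-/-* epithelium. *Gclc* (adjusted p = 0.0516), which the paper lists as lower there, was called with the deposited ratios, the brightest probe, SAM, without *Nrf2-/-* replicate 1 and, chosen after seeing the values, with outlier-marked spots kept or own local background. *Krt17*, which the paper lists as lower in *Nrf2-/-Keap1-/-* esophagi, was called under no setting.

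For pathways, the paper reads whole sets and only single genes were read here. The paper gives the Wnt pathway as lower at P7 than at E11.5, and of 5 genes 1 was called lower; *Tcf7* was called with the processed signals and the deposited ratios, and *Axin2*, *Nkd1* and *Ctnnb1* under no setting. It gives the Ppar pathway as higher and TGFβ as lower at E15.5 than at E11.5, and none of 3 and 5 genes was called under any setting. With arrays of both labels out of place, the main analysis called 0 of 16034 genes at that step. The lack of calls therefore decides nothing about either pathway. It gives Notch signaling as lower in adults, and of 6 genes 3 were called higher and 1 lower. It gives Pattern 12 as lower until E15.5 and level from then to P0, and at that step its median changed by −0.60 (14 of 14 genes lower, 6 called).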

Other observations

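The tests of exchanged labels, of slide 1, of the slide, scan and sex of *Keap1-/-* arrays, of adult arrays of both Feature Extraction versions, of tissue outside the epithelium in *Keap1-/-* esophagi, of both sexes on an array and of genes outside chromosome 2 were chosen only after the result was seen; the tests of tissue from P7 to adult, of neighbours of *Nfe2l2*, of sex in *Nrf2-/-Keap1-/-* esophagi, of the trachea, of the Feature Extraction version as a block and of other splits were not.

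No gene was called from E11.5 to E15.5 with the deposited labels. An effect of the slide alone is argued against: the array labelled E11.5 replicate 3 correlated at a mean r of 0.79 with the E15.5 arrays of another slide, and at 0.32 with the array labelled E15.5 replicate 1 on its own slide. A candidate explanation is that the labels of these 2 arrays are exchanged. Among the 10 splits of the 6 arrays, the one that exchanges them called 3723 genes and each of the others 0, and each of the 2 arrays was out of place in its own group. All 10 splits gave at least as many genes as the real one, so the count of 0 says nothing against chance. Embryos whose stage differed from the label would give the same values and stay open, and no step from E11.5 to E15.5 given here can be read without this doubt. The same arrays belong to the E11.5 and E15.5 groups in every comparison with P0 or P7. Without the array labelled E11.5 replicate 3, 4992 genes were called over the metaplasia phase (4174 with it) and 4494 from E11.5 to P7 (4188), and without E15.5 replicate 1, 4568 over the phase and 1757 from E15.5 to P0 (2616).

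Many genes were called in *Keap1-/-* esophagi, whose arrays alone make up slide 7 and scan 4. A difference between Feature Extraction versions as the whole cause is argued against: on the same genes, the 3 adult *Nrf2-/-* arrays of the newer version differed from the 2 wild-type adult arrays of the older one by medians from −0.07 to 0.03 in the direction of the call, against 0.68 in *Keap1-/-* esophagi. The fit with the version as a block decides nothing, since only 1 wild-type adult array of the newer version stands beside arrays of the older one in its group; the median change was 0.63, 94.1% of genes had the same sign, and 1005 genes were called, with a median SE of 0.29 against 0.14. A different sex of the animals as the whole cause is argued against as well. The median change of these genes was at most 0.08 on the *Nrf2-/-* arrays with low *Xist*, against 0.56 to 0.76 on the *Keap1-/-* arrays. Slide and scan of these arrays cannot be told apart from genotype, since 0 arrays of other groups lie on that slide. Genotype stays a hypothesis with that limit, and the 10 splits of 6 arrays are too few to exclude chance by themselves, with 4600 genes against at most 22 in another split.

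Fibroblast genes were lower in *Keap1-/-* than in wild-type esophagi (8 of 8, median log2 change −0.94), as were smooth muscle genes (6 of 8, −0.93) and 9 of 9 proliferation genes (−0.68). A smaller share of all tissue outside the epithelium is argued against, since endothelial genes changed by 0.12, skeletal muscle genes by 0.51 and nerve genes by 0.03. All 8 fibroblast genes were well above background in wild-type esophagi. A change of fibroblasts or of their genes stays open, with slide, scan and sex of the animals.

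The change from P7 to adult goes along with tissue. Whole esophagus at P7 against epithelium in adults needs genes of other cells to fall, and fibroblast genes changed by −1.94 (median, 8 of 8 lower), smooth muscle genes by −0.91, endothelial genes by −0.82 and erythroid genes by −1.25, so part of the change may come from the tissue taken. Proliferation genes fell by 0.73 (9 of 9). For the rise of Nrf2/Keap1 genes this stays open: the 5 single genes the paper names rose by a median of 2.74, more than epithelial genes, but these were chosen for their rise, so tissue and age cannot be told apart for them. *Xist* lay between 1.01 and 1.46 on the wild-type arrays of P7 and between −3.05 and −2.38 on those of adults, and *Ddx3y* was well above background on 0 of 3 and on 3 of 3, so the sex of the animals goes along with age as well. Age and sex stay open and were not tested apart from tissue.

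Genes called in *Nrf2-/-* esophagi could include neighbours of *Nfe2l2* carried from another mouse strain. *Rbm45* on chromosome 2 was called in both mutants at P7 and in adults, and it was the only gene called among 50 tested neighbours in each. For adults the exact p was 0.135, for *Nrf2-/-Keap1-/-* esophagi 0.173 and for *Nrf2-/-* at P7 0.00769, so for *Rbm45* linkage and an effect of *Nrf2* cannot be told apart with a single called neighbour. For the 33 of 39 called genes with a known position in adults that lie outside chromosome 2, linkage is argued against. The 6 on chromosome 2, *Rbm45* among them, made up 15.4% of these calls, against 8.19% of tested genes, and for them linkage stays open. In adult *Nrf2-/-* epithelium, skeletal muscle genes were higher (11 of 12, median log2 change 1.39), while fibroblast genes changed by 0.33 and smooth muscle genes by −0.12; no explanation was tested.

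In *Nrf2-/-Keap1-/-* esophagi, 0 called genes lay on the X or Y chromosome. *Xist* was −2.92, 1.36 and −2.98 on the 3 arrays, so the group may be of mixed sex, and sex cannot be told apart as a source of single calls with 49 called genes of known position.

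At E11.5, E15.5 and P0, *Xist* had a log2 ratio above −1.5 and *Ddx3y* was well above background on 9 of 9 arrays, and on 0 of 18 at P7 and in adults; on the 3 adult *Nrf2-/-* arrays, where *Ddx3y* was well above background, 1 of 4 *Xist* probes was too. RNA of animals of both sexes on an array, as from pooled embryos, is a candidate explanation. The labels give no number of animals per sample. The paper's methods state that RNA was taken from individual esophagi at every age, which goes against pooling. The values argue against RNA of a single animal on each of these 9 arrays. *Xist* lay between −0.27 and 0.97 on them, and at −2.38 or lower on every later array with *Ddx3y* well above background. How RNA of both sexes came together, by pooling or otherwise, stays open, and a replicate at these ages may stand for more than 1 animal.

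Ciliary genes were high on the E15.5 arrays with the out-of-place array labelled E11.5. *Foxj1* had log2 ratios of 4.49 on E11.5 replicate 3, 1.00, 4.50 and 4.19 on the arrays labelled E15.5, and 3.18 to 3.65 at P0. Tissue of the trachea attached to the esophagus could bring them, and it stays open: the ciliated list had array medians of 0.07, 1.85 and 1.53 on the arrays labelled E15.5 and 1.13, 1.61 and 1.43 at P0, and from E15.5 to P0 the cartilage list fell by 0.29 and the respiratory list rose by 0.60, with the out-of-place array labelled E15.5 among them. At E15.5, 10 of 11 ciliated, 6 of 8 cartilage and 3 of 8 respiratory genes were well above background in these samples, so trachea and ciliated cells of the esophagus itself cannot be told apart by the lists. At P0, *Scgb3a2* had log2 ratios of 2.27, 5.94 and 6.92, *Scgb3a1* 2.00, 4.23 and 4.42 and *Sftpc* 2.69, 4.05 and 1.86.

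Other splits of the arrays exclude chance for the count of genes and of literature sets in the metaplasia phase, since only 1 of 100 splits, the real one, gave as many. The highest count of genes in another split was 893, against 4174. Among the genotypes at P7 the real split was also alone in 100, but by a narrow margin: another split called 4395 genes, against 4648. For all comparisons of 3 with 3 arrays there are 10 splits, and a share cannot go under 0.1, so the splits decide nothing about chance there. In *Keap1-/-* esophagi, 40.9% of genes had groups that did not overlap, where chance gives 10%, and from P7 to adult 5864 genes were called against 0 in every other split. The real split was alone in giving as many genes from E15.5 to P0, P0 to P7, E11.5 to P7, P7 to adult, in *Keap1-/-*, *Nrf2-/-Keap1-/-* and adult *Nrf2-/-* esophagi and for the sets and the median of the Nrf2/Keap1 set in *Keap1-/-* esophagi. For *Nrf2-/-* at P7, 2 of the 10 splits gave as many genes, and for the median of the Nrf2/Keap1 set 3 gave as much from E11.5 to P7 and 6 from P7 to adult.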
